# Combined analysis of transcriptome and metabolite data reveals extensive differences between black and brown nearly-isogenic soybean (*Glycine max*) seed coats enabling the identification of pigment isogenes

**DOI:** 10.1186/1471-2164-12-381

**Published:** 2011-07-29

**Authors:** Nik Kovinich, Ammar Saleem, John T Arnason, Brian Miki

## Abstract

**Background:**

The *R *locus controls the color of pigmented soybean (*Glycine max*) seeds. However information about its control over seed coat biochemistry and gene expressions remains limited. The seed coats of nearly-isogenic black (*iRT*) and brown (*irT*) soybean (*Glycine max*) were known to differ by the presence or absence of anthocyanins, respectively, with genes for only a single enzyme (anthocyanidin synthase) found to be differentially expressed between isolines. We recently identified and characterized a UDP-glycose:flavonoid-3-*O*-glycosyltransferase (*UGT78K1*) from the seed coat of black (*iRT*) soybean with the aim to engineer seed coat color by suppression of an anthocyanin-specific gene. However, it remained to be investigated whether *UGT78K1 *was overexpressed with anthocyanin biosynthesis in the black (*iRT*) seed coat compared to the nearly-isogenic brown (*irT*) tissue.

In this study, we performed a combined analysis of transcriptome and metabolite data to elucidate the control of the R locus over seed coat biochemistry and to identify pigment biosynthesis genes. Two differentially expressed late-stage anthocyanin biosynthesis isogenes were further characterized, as they may serve as useful targets for the manipulation of soybean grain color while minimizing the potential for unintended effects on the plant system.

**Results:**

Metabolite composition differences were found to not be limited to anthocyanins, with specific proanthocyanidins, isoflavones, and phenylpropanoids present exclusively in the black (*iRT*) or the brown (*irT*) seed coat. A global analysis of gene expressions identified *UGT78K1 *and 19 other anthocyanin, (iso)flavonoid, and phenylpropanoid isogenes to be differentially expressed between isolines. A combined analysis of metabolite and gene expression data enabled the assignment of putative functions to biosynthesis and transport isogenes. The recombinant enzymes of two genes were validated to catalyze late-stage steps in anthocyanin biosynthesis *in vitro *and expression profiles of the corresponding genes were shown to parallel anthocyanin biosynthesis during black (*iRT*) seed coat development.

**Conclusion:**

Metabolite composition and gene expression differences between black (*iRT*) and brown (*irT*) seed coats are far more extensive than previously thought. Putative anthocyanin, proanthocyanidin, (iso)flavonoid, and phenylpropanoid isogenes were differentially-expressed between black (*iRT*) and brown (*irT*) seed coats, and *UGT78K2 *and *OMT5 *were validated to code UDP-glycose:flavonoid-3-*O*-glycosyltransferase and anthocyanin 3'-*O*-methyltransferase proteins *in vitro*, respectively. Duplicate gene copies for several enzymes were overexpressed in the black (*iRT*) seed coat suggesting more than one isogene may have to be silenced to engineer seed coat color using RNA interference.

## Background

Flavonoids represent a class of plant secondary metabolites that have evolved a variety of physiological functions including pigmentation, pathogen defense, and UV protection [1]. Additionally, metabolic engineering of flavonoids has become an important target for plant biotechnology, as flavonoids provide health benefits to foods, favorable agronomic traits to crops, and may be used in the future to color commercial transgenic materials such as grains to facilitate their identification and monitoring [2-4].

Commercial soybean (*Glycine max *(L.) Merr.) has a yellow grain. However rare spontaneous mutants exist that have black (*iRT*) or brown (*irT*) seed coat (testa) color phenotypes. Black (*iRT*) and brown (*irT*) soybean seed coats contain proanthocyanidins (PAs, a.k.a. condensed tannins) but differ in the presence/absence of anthocyanins [5]. A goal for biosafety is to engineer a novel red seed coat color as a marker for transgenic soybean grains to facilitate their identification [4], and could potentially be achieved by the suppression of anthocyanin-specific genes that are overexpressed in the black soybean seed coat. However the genes have not yet been identified.

Six genetic loci (*I*, *R*, *T*, *Wp*, *W1*, and *O*) [6] identified by classical genetics control flavonoid-based seed coat color in soybean. The *I *locus controls the presence or absence and spatial distribution of flavonoid pigments and has four alleles (*I*, *I^i^*, *I^k^*, *i*); *I *gives completely non-pigmented seed coat, *I^i ^*restricts pigment to the hilum and *I^k ^*to a saddle-shaped region, whereas the *i *allele results in a fully pigmented seed coat [6]. The recessive *i *allele results from spontaneous deletion of *CHS4 *or *CHS1 *promoter sequences and results in the abolishment of a posttranscriptional RNA silencing mechanism that results in the increased accumulation of chalcone synthase (CHS) transcripts in the seed coat [7,8].

The *T *locus is a pleoiotropic locus that controls the type and abundance of flavonoid pigments in the seed coat in addition to other traits such as seed coat cracking and trichome pigmentation [5,9,10]. Genetic polymorphisms that affect the expression or function of the flavonoid 3'-hydroxylase gene (*F3'H1*) have been shown to co-segregate with recessive *t *alleles [11,12].

The *W1 *locus controls flower color and affects seed color only in an *iRt *background; where *W1 *and *w1 *alleles give imperfect black and buff seed coat colors, respectively [6]. The *W1 *allele for purple flower color was shown to code flavonoid 3',5'-hydroxylase (F3'5'H), as a 65-bp insertion in the gene (*F3'5'H*) co-segregated with white flower color (*w1*) [13].

The Wp locus was suggested to code the flavonone 3-hydroxylase gene (*F3H1*) by microarray analysis as high levels of *F3H1 *transcripts co-segregated with purple flower color (*Wp*), and low levels with pink (*wp*) flowers [14]. In the seed coat, recessive *wp *resulted in a change from black (*iRTWp*) to a lighter grayish (*iRTwp*) color [14].

The *O *locus affects the color of brown (*irTO*) seed coats, with the recessive *o *allele giving a red-brown (*irTo*) phenotype [6]. The *O *locus has been suggested to code the proanthocyanidin (PA, a.k.a. condensed tannin) biosynthesis gene anthocyanidin reductase (ANR), as the gene was located between markers that flank the *O *locus on the soybean physical map [15]. However molecular genetics analyses have not yet demonstrated the identity of the *O *locus gene.

Finally, the *R *locus controls the presence (*R*) or absence (*r*) of anthocyanins in black (*iRT*) or brown (*irT*) seed coats, respectively [16]. Despite the identification of several pigment genes from soybean, only transcripts for anthocyanidin synthase (ANS) genes (*ANS23-1*, *ANS27-1 *and *ANS100*) have been shown to be overexpressed in the black (*iRT*) seed coat compared to the brown (*irT*) nearly-isogenic line by northern blot [17]. The upregulation of several ANS genes suggests the *R *locus to code a regulatory factor, and raises the possibility that other isogenes for anthocyanin biosynthesis may be upregulated.

Recently, a cDNA coding the UDP-glycose:flavonoid-3-*O*-glycosyltransferase (UF3GT) gene (*UGT78K1*) was isolated from the black (*iRT*) seed coat and shown to function in anthocyanin biosynthesis *in vitro *and by complementation of a gene mutation in Arabidopsis [18]. However *UGT78K1 *expressions have not been investigated in relation to seed coat color.

The soybean genome sequence Glyma1 was predicted to code 46,430 protein-coding genes with nearly 75% of the genes present in multiple copies [19]. This may suggest a relatively high frequency of functional redundancy and increased difficulty in identifying soybean genes by traditional approaches. However, using transcriptome analysis tools such as the Soybean GeneChip equipped with 37,500 probe sets in combination with broad-coverage metabolite analysis methodologies such as LC-MS/MS, gene functions could potentially be efficiently predicted. The combined analysis of transcriptome and metabolite data has been shown to be a powerful approach for the functional identification of unknown genes [20-22]. Metabolite differences caused by the overexpression of a transcription factor, the exposure to a nutritional stress, and by species differences have been correlated with differences in transcriptome profiles to successfully predict the functions of unknown genes in flavonoid, glucosinolate, and alkaloid biosyntheses [21-23].

In the present study we have employed targeted and non-targeted metabolite analysis methodologies and have demonstrated that black (*iRT*) and brown (*irT*) nearly-isogenic soybean seed coats do not just differ in the presence/absence of anthocyanins, and have extensive differences in procyanidin, (iso)flavonoid and phenylpropanoid compositions. The underlying differences in gene expressions were then identified by microarray analysis, and the putative functions of 20 unknown genes were assigned by comparison to metabolite data. From the set of differentially regulated genes, two putative late-stage anthocyanin genes were selected and the functions of their coded enzymes were validated *in vitro*. In addition, a set of gene candidates potentially coded by the R locus have been provided.

## Results

### qRT-PCR indicates differential expressions of anthocyanin and proanthocyanidin genes in nearly-isogenic black (*iRT*) and brown (*irT*) soybean seed coats

Among the flavonoid genes identified from soybean seed coats, only *ANS *transcripts were found to be overexpressed in the seed coat of black (*iRT*) soybean compared to the brown (*irT*) isoline, however no RFLP difference was observed when probing *ANS *genes [17]. This suggests that *ANS *overexpression is not the only molecular difference between black (*iRT*) and brown (*irT*) seed coats. To examine whether other anthocyanin genes are upregulated, transcript profiles of the recently identified *UGT78K1 *[18] and the *DFR1 *gene [GenBank:AF167556] were measured from seed coat cDNA by quantitative RT-PCR (qRT-PCR) using *ANS2*/*ANS3 *transcripts [GenBank:AY382829/GenBank: AY382830] as a positive control. Phosphenol pyruvate carboxylase (*PEPC*) [GenBank: D10717] was used as an endogenous reference for normalization of the qRT-PCR measurements of target genes across seed coat samples, as PEPC is expressed at similar levels in a wide range of soybean tissues and has been used previously as a reference for gene expressions during soybean seed coat development [8,24].

qRT-PCR demonstrated *UGT78K1 *to be significantly overexpressed in the black (*iRT*) seed coat at the transition stage (300 mg - 400 mg FSW) and early maturation stage (400 - 500 mg FSW) of seed development compared to the brown (*irT*) isoline, and to be almost undetectable at earlier stages (Figure 1). Stereomicroscopy and photospectroscopic measurements confirmed these developmental stages to coincide with the stages of anthocyanin biosynthesis in the black (*irT*) seed coat (Figure 2). In contrast to *UGT78K1*, *DFR1 *was not differentially expressed at the stages of anthocyanin biosynthesis (Figure 1). *ANS2*/*ANS3 *mRNAs were confirmed to be overexpressed in the black (*iRT*) seed coat at most stages (Figure 1) as shown previously [17].

**Figure 1:**
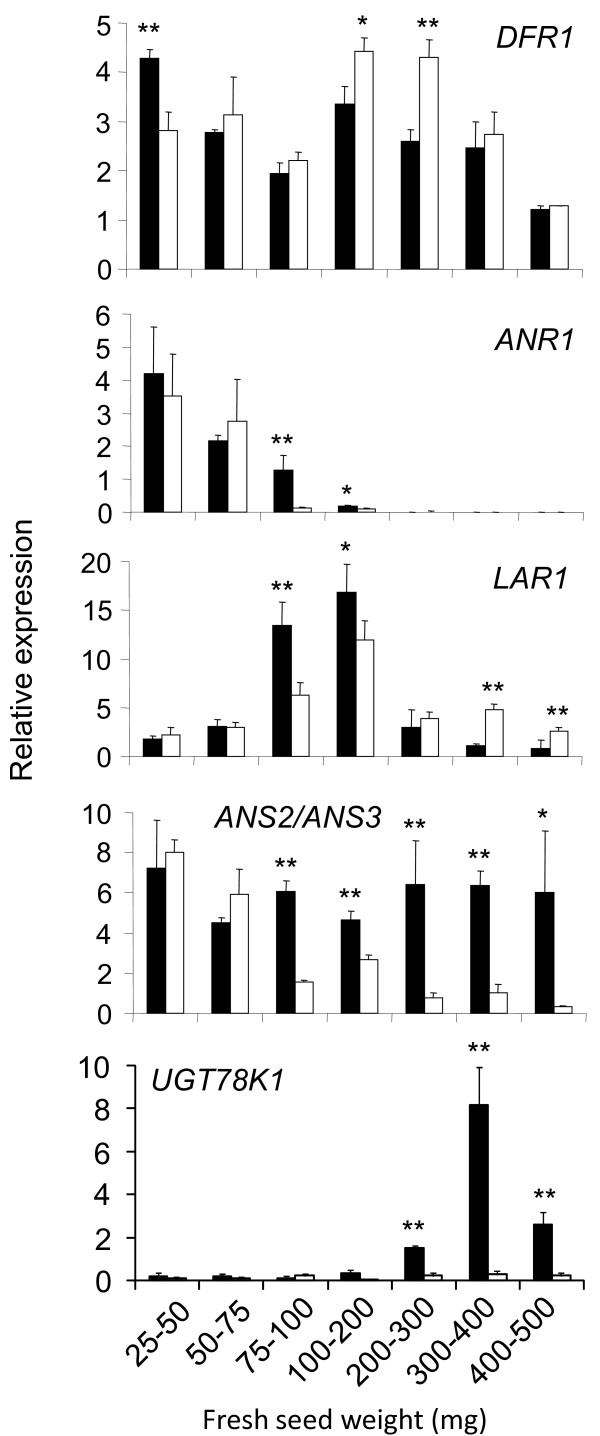
**Transcript profiles from black (*iRT*) and brown (*irT*) seed coats during development measured by qRT-PCR**. Black (*iRT*) soybean (black bars) and brown (*irT*) soybean (white bars). Student's *t *test significant at P < 0.01 (**), student's t test significant at P < 0.05 (*).

**Figure 2:**
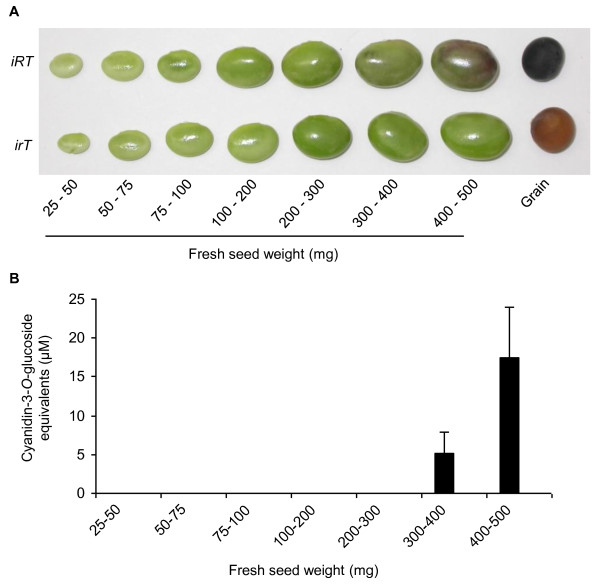
**Anthocyanin accumulations in black (*iRT*) and brown (*irT*) soybean seed coats during seed development**. The fresh weight stages of seed development are indicated. (A) Seed color phenotypes during development. (B) Total amounts of anthocyanins in the seed coat of black (*iRT*) soybean during seed development. No anthocyanin absorbance was measured from brown (*irT*) seed coat extracts.

The seed coat palisade cells of black (*iRT*) soybean are unusual compared to those of other model plants used for the study of anthocyanin biosynthesis (e.g. Arabidopsis, Maize, and Petunia) because black (*iRT*) soybean palisade cells synthesize both anthocyanins and proanthocyanidins (PAs). ANR and LAR enzymes have been identified to catalyze the conversion of cyanidin to epicatechin and leucocyanidin to catechin, respectively, which are the putative initial biochemical steps of PA biosynthesis [25,26]. To investigate how a seed tissue may coordinate the biosynthesis of these parallel pigment pathways, the expressions of putative PA genes *ANR1 *[GenBank:JF433915] and *LAR1 *[GenBank:JF433916] were examined in relation to anthocyanin gene expressions. qRT-PCR demonstrated *ANR1 *expressions to decrease throughout seed coat development in both genotypes and to be almost undetectable by the stages of *UGT78K1 *overexpressions and anthocyanin biosynthesis (Figure 1). By contrast, *LAR1 *expressions were downregulated at the stages of anthocyanin biosynthesis in the black (*iRT*) seed coat (Figure 1).

In conclusion, these results show that the recently identified *UGT78K1 *is upregulated in the black (*iRT*) seed coat, in addition to *ANS2*/*ANS3*, and that there is a simultaneous downregulation of the PA gene *LAR1 *at the stages of anthocyanin biosynthesis. These results demonstrate that expression differences between black (*iRT*) and brown (*irT*) seed coats are not limited to anthocyanin genes, and may suggest extensive differences in gene expressions and phenolic compositions.

### Combined analysis of targeted and non-targeted methodologies indicate overaccumulation of anthocyanins, altered procyanidin, and reduced flavonol, benzoic acid, and isoflavone compositions in the seed coat of black (*iRT*) soybean

The structures of anthocyanins from only a few (Korean) black soybean varieties have been described [27,28] and information regarding other phenolic compositions may be limited to proanthocyanidins (PAs), where acid-catalyzed hydrolysis of black (*iRT*) and brown (*irT*) seed coats showed the PAs to be 3',4'-hydroxylated [5]. A more extensive analysis of phenolic composition differences between black (*iRT*) and brown (*irT*) seed coats could greatly improve our understanding of seed pigmentation, and may suggest gene activities that function in pigment biosynthesis. For these reasons, black (*iRT*) and brown (*irT*) Clark seed coat metabolites were extracted at the transition stage (300 mg - 400 mg FSW) of seed development with multiple solvents and analyzed by targeted high performance liquid chromatography-diode array detection (HPLC-DAD) and non-targeted HPLC-tandem mass spectrometry (HPLC-MS/MS). To ensure seed coats were at the same stage of development, the days post anthesis, pod length, pod color, embryo morphology, and transcript levels of the developmental marker gene Gm-r1083-1191, a putative cutin biosynthesis gene [29], and the metabolism gene *DFR1 *were ensured to be equivalent between black (*iRT*) and brown (*irT*) tissues (Additional file 1: Table S1).

For a targeted analysis of anthocyanins, black (*iRT*) and brown (*irT*) Clark seed coats were extracted with acidified aqueous methanol and metabolites were identified using HPLC-DAD by measuring the absorbance at 520 nm in comparison to authentic standards. Ten cyanic pigments were identified, the most abundant were the anthocyanins cyanidin-3-*O*-glucoside (peak 5, 43.6% total peak area), cyanidin-3-*O*-galactoside (peak 4, 17.4% peak area) and petunidin-3-*O*-glucoside (peak 6, 14.6% total peak area) with lesser amounts of delphinidin-, pelargonidin-, and peonidin-3-*O*-glucosides (peaks 3, 7, 8; 8.9%, 1.2%, and 1.1% peak areas, respectively), the aglycone cyanidin (peak 9, 3.9% peak area), the 3-deoxyanthocyanidin diosmetinidin (peak 10, 2.0% peak area), and the two unidentified anthocyanin-like compounds (peaks 1 and 2, 1.6% and 0.8% peak areas, respectively) (Table 1). To our knowledge this is the first report of a 3-deoxyanthocyanidin from the soybean seed coat. The structures of all identified anthocyanins are represented in Figure 3. By contrast, cyanic pigments were not detected from the brown (*irT*) seed coat at any stage of seed development (not shown).

**Table 1:** HPLC-DAD analysis of anthocyanins from the seed coat of black (iRT) soybean variety Clark

Peak	Rt (min)	Area (%) (520 nm)	Identity*
1	1.7	1.6	unidentified compound 1
2	2.6	0.8	unidentified compound 2
3	5.5	8.9	delphinidin-3-*O*-glucoside
4	6.3	17.4	cyanidin-3-*O*-galactoside
5	6.7	43.6	cyanidin-3-*O*-glucoside
6	7.1	14.6	petunidin-3-*O*-glucoside
7	7.4	1.2	pelargonidin-3-*O*-glucoside
8	7.7	1.1	peonidin-3-*O*-glucoside
9	9.5	3.9	Cyaniding
10	9.7	2.0	diosmetinidin

*For chemical structures see Fig. 3.

**Figure 3:**
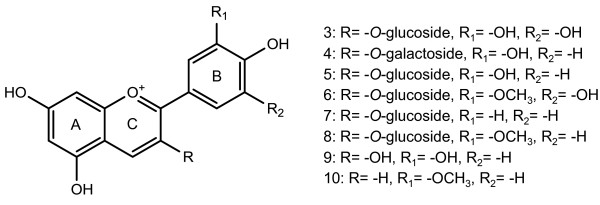
**Anthocyanins from the seed coat of black (*iRT*) soybean variety Clark**. Numbers correspond to chromatographic peaks identified by HPLC-DAD (see Table 1).

To compare the structural features of PAs, black (*iRT*) and brown (*irT*) seed coats were extracted with 70% acetone and subjected to phloroglucinol cleavage analysis [30,31]. PA free monomers, polymer subunit compositions, and mean degree of polymerization (mDP) did not differ significantly between nearly-isogenic black (*iRT*) and brown (*irT*) seed coats. The soluble PA mDP was 4, and the subunit and monomer compositions consisted mainly of epicatechin with minor amounts of unidentified compounds (Additional file 2: Figure S1A - S1C). Reaction with DMACA reagent demonstrated similar amounts of soluble PAs from both black (*iRT*) and brown (*irT*) seed coats (P = 0.08) (Additional file 2: Figure S1F). Further extraction of seed coat residues at 50°C in the presence of acid and phloroglucinol yielded only low levels of epicatechin-phloroglucinol adduct, epicatechin terminal units, and several unidentified compounds (Additional file 2: Figure S1B), and acid catalyzed cleavage of seed coat residues at 95°C identified relatively high, but equivalent amounts of 3',4'-hydroxylated solvent insoluble PAs (Additional file 2: Figure S1E).

For a non-targeted analysis of soluble phenolic metabolites, nearly isogenic black (*iRT*) and brown (*irT*) Clark seed coats were extracted with acidified aqueous methanol and analyzed by HPLC-MS/MS over a mass range of 100 amu to 1000 amu. Identities were assigned to peaks by comparison of retention times and mass fragmentation patterns to authentic standards. Peaks with no corresponding authentic standards were identified by mass fragmentation patterns in comparison to the literature. A total of 177 peaks were detected, of which 78 peaks were assigned to 37 compounds (Table 2). Twenty-eight compounds were detected from the black (*iRT*) seed coat (Table 2); consisting mainly of unidentified compounds (35.7%) and anthocyanins (32.1%), followed by procyanidins (25.0%). By contrast, 23 compounds were detected from the brown (*irT*) seed coat (Table 2); consisting mainly of unidentified compounds (56.5%), followed by flavonols (13.0%) and procyanidins (13.0%). The majority of compounds (62.2% of all compounds identified by HPLC-MS/MS) were exclusive to the black (*iRT*) or brown (*irT*) seed coat, suggesting extensively different biochemical specializations of these tissues. The distribution of compound classes from black (*iRT*) and brown (*irT*) Clark seed coats is illustrated in Figure 4.

**Table 2:** HPLC-MS/MS analysis of seed coat extracts of black (iRT) and brown (irT) soybean

Compound	Identity	[M^+^] (m/z)	Major fragment(s)	Rt (min)	Genotype^a^
1	Unknown 1	413	183, 115	1.4	B
2	Unknown 2	381	184, 125	1.6	*irT*
3	Unknown 3	183	-	1.7	*iRT*
4	Unknown 4	162	-	1.9	B
5	Unknown 5	409	303	1.9	B
6	Unknown 6	437	273	2.3	B
7	Unknown 7	416	-	2.3	B
8	Unknown 8	580	182, 265, 437	2.5	B
9	Unknown 9	507	485, 323, 132	2.9	B
10	Orcinol *O*-hexoside	305	287	4.0	*irT*
11	Unknown 10	331	248	4.2	*irT*
12	Procyanidin trimer 1	867	579, 309, 299	4.7	*iRT*
13	Procyanidin B2*	579	291	5.5	B
14	Unknown 11	607	409, 455	6.0	B
15	Procyanidin trimer 2	867	577, 407	6.4	B
16	Delphinidin-3-*O*-glucoside*	465	303	6.6	*iRT*
17	Procyanidin trimer 3	867	579	6.6	*iRT*
18	Epicatechin*	291	-	6.9	B
19	Cyanidin-3-*O*-galactoside*	449	287	7.1	*iRT*
20	Daidzein *O*-hexoside malonylated	503	417	7.4	*irT*
21	Unknown 12	481	319	7.4	*irT*
22	Cyanidin-3-*O*-glucoside*	449	287	7.5	*iRT*
23	Petunidin-3-*O*-glucoside*	479	319, 303	8.0	*iRT*
24	Unknown 13	341	278, 111	8.1	*irT*
25	Pelargonidin-3-*O*-glucoside*	433	-	8.3	*iRT*
26	Peonidin-3-*O*-glucoside*	463	301, 286	8.7	*iRT*
27	Procyanidin dimer 2	579	409, 291	9.2	B
28	Unknown flavonol 1	331	-	9.0	*irT*
29	Procyanidin trimer 4	867	579, 699	9.2	*iRT*
30	A-type procyanidin dimer	593	-	9.7	*iRT*
31	Unknown anthocyanin 1	317	-	9.6	*iRT*
32	Unknown flavonol 2	615	-	9.6	*irT*
33	Cyanidin*	287	-	10.0	*iRT*
34	Unknown 14	487	-	10.8	B
35	Diosmetinidin*	285	-	10.3	*iRT*
36	Unknown benzoic acid 1	633	331, 315	11.0	*irT*
37	Quercetin-3-O-glucoside*	465	303	11.0	B^b^

*Based on co-chromatographic and MS fragamentation comparison to an authentic standard.

^a^Black soybean (*iRT*), brown soybean (*irT*), both (B).

^b^Trace amounts in *iRT*.

**Figure 4:**
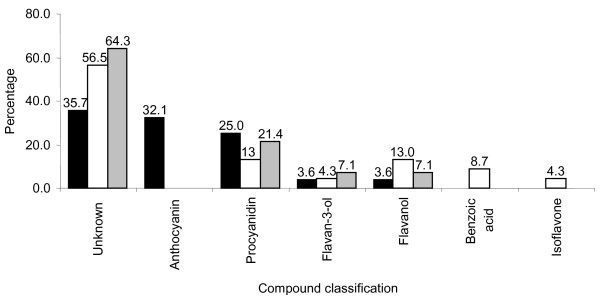
**Distribution of compound classes from black (*iRT*) and brown (*irT*) soybean seed coats identified by LC-MS/MS**. *iRT*, black bars; *irT*, white bars; common to both genotypes, grey bars.

The 14 compounds exclusive to the black (*iRT*) seed coat were anthocyanins (8 compounds), procyanidins (4 compounds), and unknown compounds (2 compounds) (Table 2). HPLC-MS/MS (Table 2) confirmed the identity of anthocyanins found by HPLC-DAD (Table 1). Procyanidin tetramers and larger oligomers were not detected as they exceeded the mass range (1000 amu) analyzed by the HPLC-MS/MS experiments, however 3 PA trimers (Procyanidin trimer 1, 2, and 4) and the A-type procyanidin dimer were exclusive to the black (*iRT*) seed coat (Table 2).

The 9 compounds exclusive to the brown (*irT*) seed coat consisted of 4 unknown compounds (Unknown compound 2, 10, 12, and 13), 2 flavonols (Unknown flavonol 1 and 2), 2 benzoic acids (Orcinol *O*-hexoside and Unknown benzoic acid 1), and the isoflavone daidzein *O*-hexoside malonylated (Table 2).

Taken together, our metabolite analysis experiments show that nearly-isogenic black (*iRT*) and brown (*irT*) Clark seed coats have compositional differences not limited to the presence or absence of anthocyanins; with specific flavonol, isoflavone, and benzoic acids exclusive to the brown (*irT*) seed coat and anthocyanins and unique procyanidin oligomers exclusive to the black (*iRT*) seed coat. These results may suggest extensive differences in the underlying gene expressions.

### Microarray Analysis Indicates Concomitant Upregulation of Specific Phenylpropanoid, Flavonoid, and Anthocyanin Isogenes and Downregulation of Other Flavonoid, Benzoic Acid, and Isoflavone Isogenes in the Black (*iRT*) Seed Coat Transcriptome

Nearly 75% of genes in the soybean genome are present in multiple copies [19], and previously only transcripts for *ANS *isogenes were found to be overexpressed in the black (*iRT*) seed coat compared to the nearly-isogenic brown (*irT*) tissue [17]. 

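Seed coat RNA from 3 black (iRT) and 3 brown (irT) Clark plants was hybridized to 6 Soybean GeneChips, 1 array for each plant. For each plant, 100 ng of total RNA was transcribed in vitro for 16 h, and the authors adjusted the arrays for background and normalized them together by RMA, so the deposited values are on the log2 scale. Of the probe sets on the array, 37641 represent soybean transcripts and 23394 represent the pathogens Phytophthora sojae and Heterodera glycines. The medians of the arrays lay between 5.76 and 5.91, and pairs of arrays were correlated at 0.983 to 0.996. The pathogen probe sets served as a background level. Their 95th percentile on each array was 3.54 to 3.78, and 67.1% to 70.1% of the soybean probe sets lay above it. The precision is limited by the number of arrays.

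Black and brown seed coats were compared with limma, with its two-sided moderated test on the log2 values and the Benjamini-Hochberg adjustment over the 37641 soybean probe sets. A probe set is said to have risen or fallen in the black seed coat where the adjusted p was under 0.05. Counts at the thresholds of the study, a fold change above 2 or below 0.5 with an unadjusted p under 0.01, are given beside these. For these counts the p is that of limma and not the SAM p of the study, so listed probe sets can miss them. An exact permutation test of 3 plants against 3 cannot give a p below 0.1. Values are given as mean ± SD of 3 plants on the log2 scale, and fold changes as black over brown. Where all plants of the lower group lay below the background level, the fold is a lower bound, computed against that level and written as at least so many fold. Of the soybean probe sets, 8677 have 1 gene symbol in the annotation of the array, 370 have several and 28594 have none, so many genes are named here by the descriptions of Tables 3, 4, S2, S5 and S6.

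Plants were compared unpaired. The plants are numbered 1 to 3 within each genotype, and the deviations of same-numbered arrays from their group means were correlated across soybean probe sets at 0.09, 0.29 and 0.50. Over 39 spike-in control probe sets these correlations were -0.08, 0.66 and 0.70, so arrays numbered 2 and arrays numbered 3 shared levels of the added control RNA. With the number as a block in limma, 14 soybean probe sets rose and 9 fell.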

For a global analysis of isogene expressions, black (*iRT*) and brown (*irT*) Clark seed coats were dissected at the transition stage of seed development (300 - 400 mg FSW) for microarray analysis using the Affymetrix Soybean GeneChip. Seed coats were ensured to be at the same stage of development as described above for the metabolite analyses (Additional file 1: Table S1).

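Transcripts of seed maturation proteins differed between plants of the same genotype. Over 37 probe sets for PM and LEA proteins, which accumulate in the maturing embryo, the mean deviation from the mean of each probe set was 1.94 in black plant 1, 0.78 in black plant 2 and -0.96 in black plant 3. The brown plants had deviations of -0.69, 0.34 and -1.42 in the order of their numbers. The highest brown plant thus lay above the lowest black plant, and the genotypes overlapped (exact permutation test, two-sided, p = 0.3). PM12 had signals of 11.1, 9.57 and 6.10 in the black plants and 6.89, 8.40 and 5.15 in the brown plants. GY7, a glycinin, ranged from 3.26 in brown plant 3 to 9.24 in black plant 1. Some protease inhibitors were high in black plant 1, as 1 probe set of KTI-3 with 7.21 in that plant and 2.57 to 3.42 in the others, while KTI1 had 7.53 in black plant 1 and 7.77 in black plant 3. None of the 63 probe sets of embryo storage and maturation genes rose or fell at an adjusted p under 0.05 in limma, over all probe sets or adjusted over the list alone, and their median log2 fold change was 1.09.

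The first principal component of the soybean probe sets held 50.2% of the variance, and the genotypes overlapped along it (exact permutation test, two-sided, p = 0.3). Black plants 1 and 2 scored -53.0 and -35.2 on it, brown plant 3 scored 42.5 and brown plant 2 scored -0.82. DFR1, measured in the study as a stage marker, had signals of 12.6 ± 0.03 in black and 12.5 ± 0.10 in brown seed coats (log2 fold change 0.09, limma adjusted p = 0.810). No probe set is annotated as GPAT. The seed coat genes Ep and SCB1, and HPS, which was grouped with them here, had adjusted p of 0.927, 0.893 and 0.790 in limma.

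**Figure D1:**
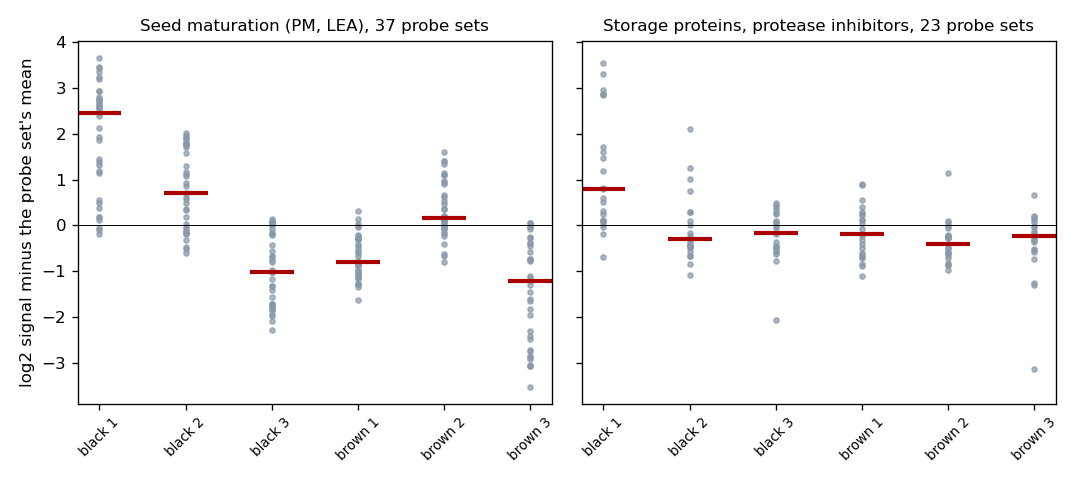
Log2 signal of 37 seed maturation (PM, LEA) probe sets (left) and of 23 storage protein and protease inhibitor probe sets (right) in each of 6 plants, as the difference from the mean of the probe set. Each point is 1 probe set and the red line is the median, and on the left black plants 1 and 2 and brown plant 2 lie above black plant 3 and brown plants 1 and 3.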

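In the black (iRT) seed coat 25 of 37641 soybean probe sets rose, 22 of them by more than 2-fold. Beside the genes of Table 3 and of chromosome 9, the largest rises were of a probe set similar to esterase/lipase proteins (10.5 ± 0.08 in black and 7.13 ± 0.25 in brown, adjusted p = 0.000173), and of one similar to cytochrome b5, a small electron carrier of membranes (log2 fold change 2.55, adjusted p = 0.000136). Of the 10 probe sets with the largest rises, 3 belong to genes of chromosome 9. At the thresholds of the study with the limma p, 68 soybean probe sets were higher in black.

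Table S2 also holds 23 probe sets for genes that respond rapidly to touch, calcium or stress, grouped here after their values were seen: xyloglucan endotransglycosylases, which remodel cell walls, phosphate-induced and EXORDIUM proteins, C2H2 zinc finger, WRKY, MYB50 and AP2/ERF factors, PUB22 ubiquitin ligases, syringolide-induced proteins, GH3.1, and calcium-binding and calcium-pumping proteins. At an adjusted p under 0.05, 2 of them rose, a xyloglucan endotransglycosylase TCH4 (log2 fold change 1.61, adjusted p = 0.0191) and a PUB22-like protein (1.65, adjusted p = 0.0168). Of the other 56 soybean probe sets of Table S2, 20 rose. The study chose these probe sets on the same plants, so they are not independent evidence of a direction. In 20 of the 23, brown plant 2 had the lowest signal of the 6 plants, and in 29 of the other 56. Fisher's exact test (two-sided) gave p = 0.00447 for this and p = 0.0148 for the share that rose, but neither is evidence, since the group was formed after its values were seen. Their median log2 fold change was 1.38 with all plants and 1.14 without brown plant 2, when 1 of them rose.

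Among all soybean probe sets the black and brown signals did not overlap in 5282 (14.0%), where chance gives 10%. The number that rose fell to 13 without black plant 1 and to 9, 11 and 10 without brown plants 1, 2 and 3.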

Of the 37,500 probe sets present on the Soybean GeneChip, 80 were found to be upregulated more than 2-fold in black (*iRT*) soybean (Additional file 3: Table S2). Classification using the Gene-Bins ontology tool (http://bioinfoserver.rsbs.anu.edu.au/utils/GeneBins/index.php) demonstrated the majority of upregulated genes to be "unclassified without homology" (28.7%) or "unclassified with homology" (24.8%), followed by "biosynthesis of secondary metabolites" (7.9%) (Additional file 4: Figure S2). This latter class consisted exclusively of putative (and some characterized) phenylpropanoid, flavonoid, and anthocyanin isogenes. Interestingly, putative isogenes of the phenylpropanoid pathway (4CL-like and 4CL2), the flavonoid pathway (CHS4/5, F3H-like, DFR2, ANS2/ANS3), and the late-stage anthocyanin pathway (UGT78K1, UGT78K2, OMT-like, OMT5, GST21 and GST26) were all upregulated more than 2-fold in the black (*iRT*) seed coat, more than 234-fold in the case of the GST26 probe set (Table 3).

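Genes of the phenylpropanoid, flavonoid and anthocyanin pathways made up 14 probe sets of Table 3, and 7 of them rose in the black (iRT) seed coat. The largest rise was of GST26 (chromosome 18 of the Glycine max v4.0 assembly, 3714662 to 3716618), a glutathione S-transferase, with 10.7 ± 0.40 in black and 2.84 ± 0.22 in brown seed coats. Every brown plant lay below the background level for GST26, so it was at least 138-fold higher in black (adjusted p = 2.17e-05). DFR2 (chromosome 17, 40754774 to 40759685), a dihydroflavonol reductase that makes leucoanthocyanidins, was 8.85 ± 0.14 in black and at background in brown, at least 38.2-fold higher (adjusted p = 1.18e-05). ANS2/ANS3 (ANS2 on chromosome 1, 55629362 to 55631436), anthocyanidin synthase, reached 13.3 ± 0.05 in black and 10.5 ± 0.35 in brown (log2 fold change 2.76 with a standard error of 0.17, adjusted p = 0.00261). Both probe sets of CHS4/CHS5, chalcone synthases, were at background in brown and at least 5.18-fold and 4.21-fold higher in black (adjusted p = 0.00361 and 0.00960). For 4CL2, a 4-coumarate-CoA ligase annotated as 4CL4 on chromosome 1 (56990418 to 56994628), the log2 fold change was 1.18 (adjusted p = 0.0460). A different probe set carries the symbol 4CL2 on the array, with 10.1 ± 0.15 in black and 10.3 ± 0.10 in brown (log2 fold change -0.16, adjusted p = 0.725).

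Other members varied more between plants. F3H-like had signals of 6.37 and 6.76 in black plants 1 and 3, while black plant 2 was at 2.98, within the range of the brown plants, which were all at background (2.44 to 2.99, at least 3.42-fold higher by the means, adjusted p = 0.534). For G4DT, a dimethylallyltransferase of glyceollin synthesis, black plant 3 was at 3.54 and brown plant 2 at 3.55 (adjusted p = 0.552). 4CL-like was 6.44 ± 0.64 in black and 4.95 ± 0.92 in brown (adjusted p = 0.520). GST21 (annotated as GSTF7) was 4.71 ± 0.34 in black and 3.67 ± 0.19 in brown (adjusted p = 0.206). The black and brown plants did not overlap in 12 of the 14 probe sets, and 11 passed the thresholds of the study with the limma p. Both counts follow largely from the choice of these probe sets for fold and p on the same plants, so neither is evidence. All 14 passed when adjusted over the list alone, together with the 9 probe sets of Table 4, but the study chose the list on these plants, so this is not independent evidence. When each plant was left out in turn, GST26, DFR2, ANS2/ANS3 and 1 of the CHS4/CHS5 probe sets had an adjusted p under 0.05 every time, and 4CL2 at none of the 6. With the replicate number as a block, 5 of the 7 kept it, and 4CL2 (adjusted p = 0.204) and OMT-like did not.

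**Figure D2:**
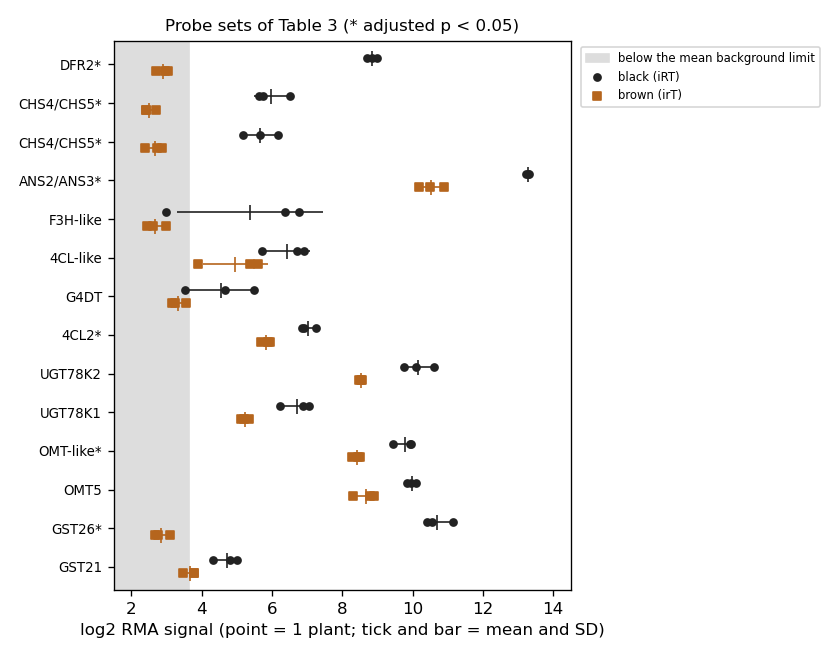
Log2 RMA signal of the 14 probe sets of Table 3 in black (iRT, circles) and brown (irT, squares) seed coats, with each point 1 plant, and the tick and bar the mean and SD of 3 plants. The grey area lies below the mean background level, where DFR2, CHS4/CHS5, F3H-like, G4DT and GST26 lie in the brown plants, and an asterisk marks an adjusted p under 0.05.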

**Table 3:** Putative phenylpropanoid/flavonoid gene sets upregulated more than 2-fold in the seed coats of black (iRT) soybean compared to the brown (irT) isoline^a,b^.

					SAM	
					
Gene Family	Probe Sets	Name	Target Description	Black/brown fold change	P-value	d-score
Phenyl-propanoid/Flavonoid pathway	GmaAffx.80720.1.S1_at	DFR2*	Dihydroflavonol-4-reductase	62.45	0.000002	24.70
	GmaAffx.42116.1.S1_at	CHS4*/CHS5*	Chalcone synthase (LOC732575)	10.99	0.000020	8.45
	GmaAffx.42116.1.S1_x_at			8.06	0.000026	7.124398
	Gma.1163.1.S1_at	ANS2*/ANS3*	Anthocyanidin synthase	6.77	0.000018	8.77
	Gma.17141.1.S1_at	F3H-like	Moderately similar to A. thaliana putative flavonone 3-β-hydroxylase clone U20744 (74%)	6.43	0.004849	2.03
	Gma.7423.2.S1_a_at	4CL-like	4-coumarate-CoA ligase-like protein	2.80	0.005815	1.96
	Gma.5621.1.S1_at	G4DT*	Pterocarpan 4-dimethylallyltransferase	2.36	0.009232	1.80
	Gma.8472.1.S1_at	4CL2*	4-Coumarate-CoA ligase 2	2.27	0.000108	4.60
Glycosyl-transferase	GmaAffx.71999.1.S1_at	UGT78K2	Glycosyltransferase	3.09	0.000124	4.50
	Gma.1002.2.S1_at	UGT78K1*	UDP-glucose:flavonoid 3-*O*-glucosyltransferase	2.81	0.000229	4.03
O-methyl-transferase	Gma.9647.1.S1_at	OMT-like	O-methyltransferase, putative	2.58	0.000098	4.74
	GmaAffx.57777.1.S1_at	OMT5	Caffeoyl-CoA *O*-methyltransferase 5	2.48	0.000157	4.33
Glutathione S-transferase	GmaAffx.71212.1.A1_at	GST26	Glutathione S-transferase	234.11	0.000003	21.22
	Gma.5139.1.S1_at	GST21	Glutathione S-transferase	2.05	0.000656	3.09

^a^Expression values were obtained using RMA (Irizarry et al., 2003).

^b^See Table S2 for the complete list of upregulated genes.

*Previously characterized flavonoid biosynthesis genes.

A BLASTP search of the soybean genome sequence Glyma1 (http://www.phytozome.net/soybean) using the conserved plant secondary product glycosyltransferase signature sequence (PSPG box) [32] identified 214 annotated Family 1 glycosyltransferases (UGTs)(Additional file 5: Table S3). 

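Both glycosyltransferases of Table 3 had higher signals in every black (iRT) plant than in every brown (irT) plant. UGT78K2 was 10.2 ± 0.43 in black and 8.52 ± 0.04 in brown seed coats, a fold change of 3.09 (adjusted p = 0.0616 from limma). UGT78K1, which glucosylates anthocyanidins, was 6.72 ± 0.43 in black and 5.23 ± 0.11 in brown, a fold change of 2.81 (adjusted p = 0.0865 from limma). Neither passed an adjusted p of 0.05, and both passed the thresholds of the study. The probe set annotated as UGT78K1 on the array is a different one, at background in all 6 plants, and gives no fold. Table S3 lists its genes by names of the Glyma1 sequence that the annotation of the array does not hold, so the family could be followed only through gene symbols. Of 13 probe sets with symbols of UDP-glycosyltransferases, among them IF7GT, SGT2, SGT3 and UGT708D1, none rose or fell in limma and none passed the thresholds of the study.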

Of the 214 UGTs, only 2 were found to be upregulated more than 2-fold from the black (*iRT*) seed coat; the recently identified UF3GT gene *UGT78K1 *[18] was upregulated more than 2.8-fold and a second uncharacterized glycosyltransferase, which we named *UGT78K2 *in accordance with UGT nomenclature [33], was upregulated more than 3-fold (Table 3).

A search of the soybean genome sequence with the conserved OMT-domain sequence (PLN02589; NCBI) and the ontology '*O*-methyltransferase', identified 84 annotated OMTs (Additional file 6: Table S4). Of the 84 OMT genes, only probe sets for OMT-like and OMT5 were upregulated in the black (*iRT*) seed coat, more than 2.4-fold and 2.5-fold, respectively (Table 3).

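OMT-like, a putative O-methyltransferase, rose from 8.41 ± 0.13 in brown to 9.78 ± 0.28 in black seed coats, a fold change of 2.58 (adjusted p = 0.0443 from limma). OMT5, described as a caffeoyl-CoA O-methyltransferase, was 8.66 ± 0.31 in brown and 9.97 ± 0.13 in black, a fold change of 2.48 (adjusted p = 0.0616 from limma). The call of OMT-like held in 1 of 6 fits that each left out a plant, with adjusted p between 0.0209 and 0.218, and it was lost with the replicate number as a block (adjusted p = 0.0506). The genes of Table S4 are given by Glyma1 names, and only 3 probe sets of the array carry a symbol of the family, all SOMT-9. None of these rose or fell.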

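In the black (iRT) seed coat 16 soybean probe sets fell, 9 of them by more than 2-fold. Apart from chalcone synthases, the largest decreases were of rbcS2 (LOC547605), a small subunit of the carbon-fixing enzyme Rubisco, which was at background in the black plants and at least 4.68-fold lower (adjusted p = 0.0195), and of a thioredoxin-like transcript of chromosome 9, at least 3.51-fold lower (adjusted p = 0.00123). A transcript similar to PHO2, a ubiquitin ligase of phosphate homeostasis, fell from 11.0 ± 0.05 to 9.51 ± 0.24 (adjusted p = 0.0144). A calcium/calmodulin-dependent protein kinase fell from 8.29 ± 0.04 to 7.21 ± 0.04 (adjusted p = 0.00704). At the thresholds of the study with the limma p, 46 soybean probe sets were lower in black. Of these, 2 were lower by more than 10-fold and 11 by more than 3-fold. Those lower by more than 10-fold were 4 without brown plant 2, 3 without black plant 2 and still 2 without any other single plant. Of the 52 probe sets of the study's list, 9 fell at an adjusted p under 0.05. The number that fell was 8 without black plant 1 and 4 without brown plant 1 or without brown plant 3. With the replicate number as a block in limma, the calls of rbcS2 (adjusted p = 0.139) and of the PHO2-like transcript and the kinase (adjusted p = 0.0559 for both) were lost.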

A total of 52 probe sets were downregulated more than 2-fold in the black (*iRT*) seed coat (i.e. black/brown < 0.5 fold); among these, 2 probe sets by more than 10-fold, 12 probe sets by more than 3-fold, with the remainder between 2- and 3-fold (Table 4; Additional file 7: Table S5). Classification of down-regulated genes using the Gene-Bins ontology tool demonstrated the majority to be "unclassified without homology" (45.5%) or "unclassified with homology" (12.1%), followed by "biosynthesis of secondary metabolites" (9.1%) (Additional file 8: Figure S3). The latter class consisted primarily of characterized and putative (iso)flavonoid isogenes. 

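Chalcone synthase transcripts CHS1 and CHS9 showed the largest decreases in the black (iRT) seed coat. CHS1 (chromosome 8 of the Glycine max v4.0 assembly, 8392290 to 8393861) was 3.91 ± 0.28 in black and 9.06 ± 0.21 in brown seed coats, and fell by 5.15 on the log2 scale (standard error 0.17, adjusted p = 7.50e-05). CHS9 was at background in every black plant and 7.51 ± 0.15 in brown, at least 14.0-fold lower in black (adjusted p = 2.17e-05). LAR1 (chromosome 20, 42390734 to 42393268), similar to leucoanthocyanidin reductases, which convert leucocyanidin to catechin in vitro, fell from 9.07 ± 0.01 to 7.89 ± 0.03 (adjusted p = 0.00361). Its adjusted p rose to 0.0519 at most when single plants were left out.

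The remaining members did not pass an adjusted p of 0.05 over all soybean probe sets. F3'H, the flavonoid 3'-hydroxylase of the T locus, was 8.15 ± 0.12 in black and 9.47 ± 0.53 in brown (log2 fold change -1.32, adjusted p = 0.229). IFR1-like, similar to isoflavone reductase, was 10.0 ± 0.47 in black and 11.9 ± 0.26 in brown (log2 fold change -1.88, adjusted p = 0.0684). Of the 9 probe sets of Table 4, 3 fell, and all 9 separated black from brown plants without overlap. With the limma p, 8 passed the thresholds of the study. The separation follows largely from the choice of these probe sets for fold and p on the same plants, so it is not evidence. All 9 passed when adjusted over the list alone, with the probe sets of Table 3, which is not independent evidence since the study chose them on these plants.

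**Figure D3:**
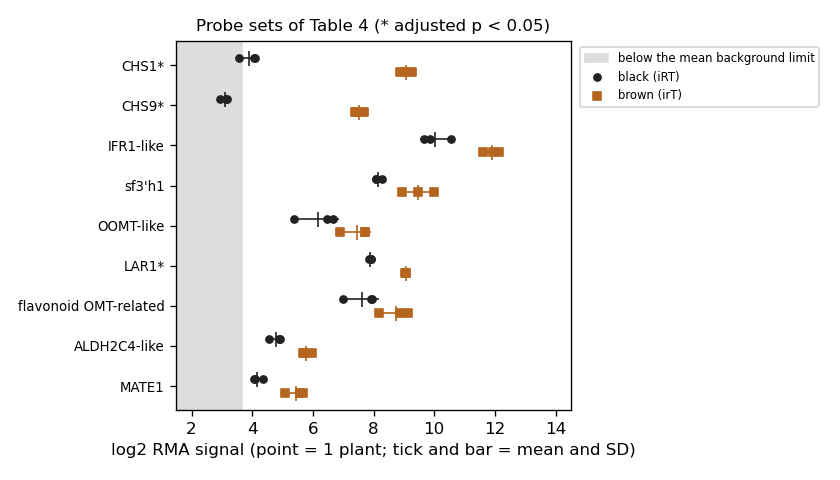
Log2 RMA signal of the 9 probe sets of Table 4 in black (iRT, circles) and brown (irT, squares) seed coats, with each point 1 plant, and the tick and bar the mean and SD of 3 plants. CHS9 lies in the grey area below the mean background level in the black plants, every black plant lies below every brown plant, and an asterisk marks an adjusted p under 0.05.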

Isogenes for common flavonoid biosynthesis (CHS1, CHS9, F3'H), PA biosynthesis (LAR1), and isoflavone biosynthesis (IFR1-like) were all down-regulated more than 2-fold in the black (*iRT*) seed coat, more than 35-fold in the case of the CHS1 (Table 4). The flavonoid genes CHS9 and F3'H were down-regulated more than 21-fold and 2.5-fold, respectively, the putative isoflavone gene IFR1-like by more than 3.6-fold, and the putative PA gene LAR1 by more than 2.2-fold (Table 4).

**Table 4:** Putative phenylpropanoid/flavonoid gene probe sets downregulated more than 2- fold in the black (iRT) compared to the brown (irT) soybean seed coat^a,b^

Gene Family					SAM	
					
	Probe Sets	Name	Target Description	Black/brown fold change	P-value	d-score
Phenyl-propanoid/	Gma.17605.1.S1_at	CHS1*	Chalcone synthase	0.028	0.000007	-16.45
Flavonoid	GmaAffx.92491.1.S1_s_at	CHS9*	Chalcone synthase	0.047	0.000005	-19.36
pathway	GmaAffx.89828.1.S1_s_at	IFR1-like	Highly similar to isoflavone reductase homolog 1 (IFR1) (93%)	0.272	0.000132	-4.46
	Gma.8455.1.S1_at	sf3'h1*	Flavonoid 3'-hydroxylase	0.400	0.000646	-3.10
	GmaAffx.93221.1.S1_s_at	OOMT-like	Moderately similar to Rosa rugosa orcinol O-methyltransferase (OOMT-A) (72%)	0.410	0.003428	-2.17
	GmaAffx.34868.1.A1_at	LAR1	Highly similar to Phaseolus coccineus leucoanthocyanidin reductase (LAR) (88%)	0.443	0.000016	-9.02
	Gma.4340.2.S1_a_at		Moderately similar to P. trichocarpa flavonoid O-methyltransferase-related (73.9%)	0.462	0.004180	-2.08
	Gma.10949.1.S1_s_at		Moderately similar to A. thaliana 3-chloroallyl aldehyde dehydrogenase/aldehyde dehydrogenase (NAD)/coniferyl-aldehyde dehydrogenase (ALDH2C4) (75.5%)	0.495	0.000273	-3.92
Transport	GmaAffx.39265.1.S1_at	MATE1	Weakly similar to A. thaliana antiporter/drug transporter MATE family protein (69.8%)	0.414	0.000265	-3.95

^a^Expression values were obtained using RMA (Irizarry et al., 2003).

^b^See Table S5 for the complete list of up-regulated genes.

*Previously characterized flavonoid biosynthesis genes.

Of the differentially regulated probe sets, 12 represented transcription factor genes, 8 were upregulated and 4 downregulated (Additional file 3: Table S2 and Additional file 7 Table S5, respectively), however none of these genes clustered with known flavonoid transcription factor orthologs by phylogenetic analysis (not shown).

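Of the 12 transcription factor probe sets of Tables S2 and S5, MYB159 rose, from 7.29 ± 0.02 in brown to 8.30 ± 0.09 in black seed coats (fold change 2.02, adjusted p = 0.0143 from limma). It kept an adjusted p under 0.05 in 2 of 6 fits that each left out a plant, and not with the replicate number as a block (adjusted p = 0.101). The other 11 did not pass an adjusted p of 0.05. The largest difference was in a factor similar to DDF1 of the AP2/ERF family, with 7.92 ± 0.77 in black and 5.03 ± 1.60 in brown (adjusted p = 0.441), where brown plant 2 was at 3.23 and the other brown plants at 6.26 and 5.60. A ZAT11-like zinc finger had a log2 fold change of 1.86 (adjusted p = 0.175), and WRKY56 of 1.40 (adjusted p = 0.260). Both probe sets of the cold-induced zinc finger SCOF-1 in Table S2 had fold changes of 2.02 and 2.01 (adjusted p = 0.374 and 0.346). Among the lower ones, the MYB30-like factor of chromosome 9, annotated as MYB60, was 3.56 ± 0.18 in black and 4.79 ± 0.40 in brown (adjusted p = 0.163). At the thresholds of the study with the limma p, 8 of the 12 were higher and 3 lower in black. The 8 became 2, 4, 4 and 5 without black plant 2, black plant 3, brown plant 2 and brown plant 3, and 3 with the block. The 3 became 1 without black plant 1 or brown plant 1.

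The WRKY and MYB lists were fixed before the data were examined and hold only probe sets with a symbol, so MYB159, which has none, is not a member. Of 103 WRKY probe sets none changed, and of 102 MYB probe sets 1 changed: MYB79 fell from 8.46 ± 0.10 to 7.65 ± 0.03 (adjusted p = 0.0443). The call of MYB79 was lost in every limma fit that left out a plant (adjusted p = 0.0805 to 0.219) and with the replicate number as a block (adjusted p = 0.153). Adjusted over the list alone, 3 WRKY probe sets were higher and 5 MYB probe sets lower. The 3 probe sets of C2H2 zinc finger ZAT factors, all SCOF-1, were higher as a list by camera with a preset correlation of 0.01 (adjusted p = 4.41e-05) and not with an estimated correlation (adjusted p = 0.252). This list was written after the tables of the study had been read, so its direction is not independent. The WRKY and MYB lists had camera adjusted p of 0.204 and 0.796.

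**Figure D4:**
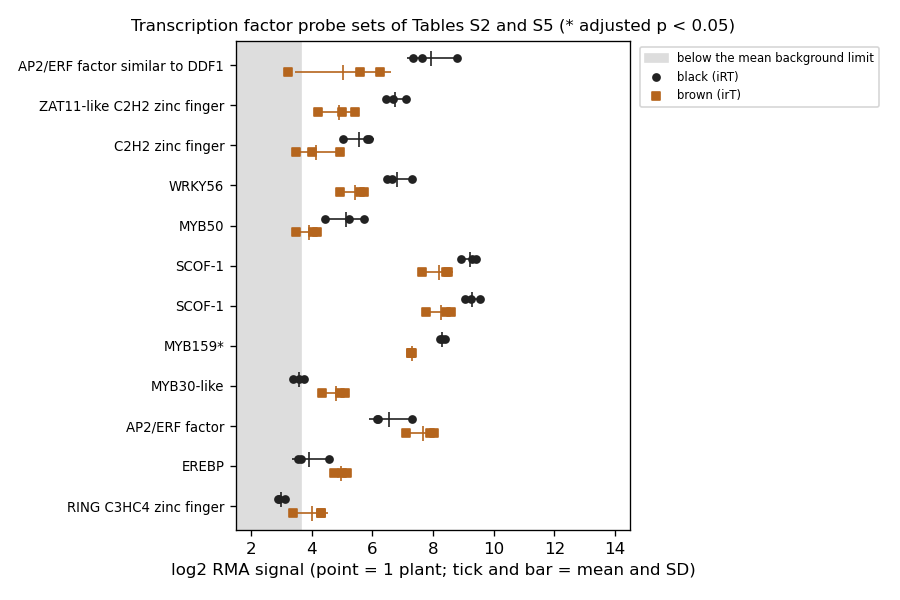
Log2 RMA signal of the 12 transcription factor probe sets of Tables S2 and S5 in black (iRT, circles) and brown (irT, squares) seed coats, with each point 1 plant, and the tick and bar the mean and SD of 3 plants. Brown plant 2 is the lowest point for each of the 8 factors that are higher in black, and an asterisk marks an adjusted p under 0.05.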

A previous study mapped the R locus between markers A668_1 and K387_1 on MLG K (Chromosome 9) [34]. Nineteen differentially-regulated probe sets were associated with genes located on chromosome 9 of the soybean genome sequence Glyma1 (Additional file 9: Table S6). 

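Of the 19 probe sets of Table S6, 7 rose and 3 fell in the black (iRT) seed coat, and 9 did not pass an adjusted p of 0.05 in limma. Mentioned from the centromere outwards on the Glyma1 sequence, risen transcripts were those of a DUF1674 protein (Glyma09g32240, log2 fold changes of 2.01 and 1.78 in the passing probe sets), a WD40 protein (Glyma09g33060, 2.12, adjusted p = 0.0154) and a leucine-rich repeat protein (Glyma09g34200), which was at least 3.50-fold higher in black (adjusted p = 0.000173). A probe set with similarity to pectin acetyltransferases at Glyma09g35050.1 had 6.08 ± 0.28 in black and 3.55 ± 0.59 in brown (adjusted p = 0.0466). Among the fallen were a kinesin heavy chain (Glyma09g32280) with a log2 fold change of -1.59 (adjusted p = 0.00325) and the transcript of Glyma09g34330 with -1.37 (adjusted p = 0.0443). The black and brown plants did not overlap in 18 of the 19, and 18 passed the thresholds of the study with the limma p. Both counts follow largely from the study's choice of these probe sets on the same plants, so neither is evidence.

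These probe sets passed the adjusted p more often than the other listed ones, 10 of 19 against 21 of 112 soybean probe sets of Tables S2 and S5 (Fisher's exact test, two-sided, p = 0.00291). All of them were chosen by the study on these plants, and the 19 come from 14 loci, so this is not independent evidence. The 19 are 14.4% of the 132 listed probe sets by their Glyma1 positions, while chromosome 9 carries 4.83% of the soybean probe sets with a position in the v4.0 assembly. With both sides on the v4.0 assembly, 4 of 35 positioned probe sets past the thresholds of the study (11.4%) lie on chromosome 9 (Fisher's exact test, two-sided, p = 0.0866). When each plant was left out in turn, 4 of the 10 passed every time and 2 at none of the 6. With the replicate number as a block, 6 of the 10 passed, and the WD40 protein, Glyma09g35050.1 and 1 DUF1674 probe set (adjusted p = 0.0559 for each) and Glyma09g34330 (adjusted p = 0.157) did not.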

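From the positions in Table S6, the first and last of these genes lie at 38123568 and 43122807 on chromosome 9 of Glyma1, 5.00 Mb apart. Between the markers, the polyamine oxidase transcript (Glyma09g36150, similar to ATPAO1), an enzyme that oxidizes spermine-type polyamines, rose at 1 probe set from 7.25 ± 0.10 in brown to 10.1 ± 0.49 in black (log2 fold change 2.84, adjusted p = 0.00960 from limma). The other probe set of the same gene had 5.75 ± 0.47 in black and 4.50 ± 0.22 in brown (log2 fold change 1.25, adjusted p = 0.229 from limma), so the probe sets of this gene differed by 1.58. The serine carboxypeptidase-like transcript (Glyma09g36080) was 8.65 ± 0.53 in black and 10.0 ± 0.26 in brown (adjusted p = 0.265 from limma). For the AP2/ERF factor (Glyma09g36840) the values were 6.55 ± 0.66 in black and 7.67 ± 0.51 in brown. Black plant 2 was at 7.31 and brown plant 2 at 7.09, so the groups overlapped (log2 fold change -1.12, unadjusted p = 0.0179, adjusted p = 0.518). The call of the polyamine oxidase was lost without 4 of the plants, with adjusted p up to 0.0711.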

Interestingly, all genes were located in a 5.16 Mb region of the distal arm of chromosome 9, and only the downregulated AP2/ERF (Glyma09g36840) and serine carboxypeptidase-like protein (Glyma09g36080) and the upregulated polyamine oxidase (Glyma09g36150) were located between markers (BARC-025669-04989 and Sat_293) that flank the putative position of the R locus (http://soybeanphysicalmap.org) (Figure 5).

**Figure 5:**
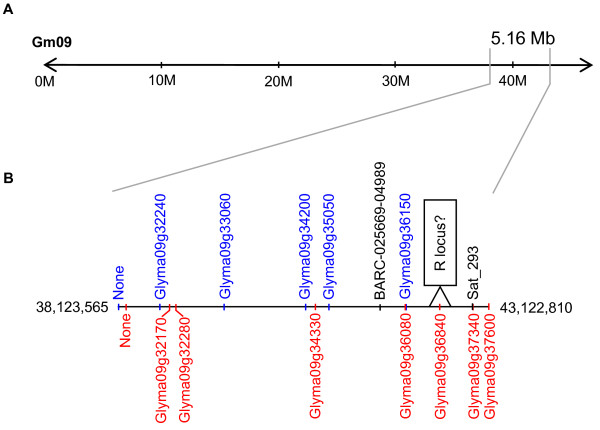
**Genomic organization of differentially regulated genes from chromosome Gm09 of the Glyma1 sequence**. (A) All differentially expressed genes were located in a 5.16 Mb region of the distal end of chromosome Gm09. (B) Enlargement of the 5.16 Mb region showing the locations of the upregulated genes (blue) and downegulated genes (red) relative to sequence-based markers BARC-025669-04989 and Sat_293 (black) that are situated upstream and downstream, respectively, nearest the R locus in the Glyma1 sequence. Chromosome positions of differentially regulated genes are listed in Table S6. Chromosome positions of BARC-025669-04989 (Gm09:41,620,379..41,620,751) and Sat_293 (Gm09:42,848,788..42,849,068).

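In the order of the chromosome, higher and lower transcripts of the region are interspersed. The 10 higher probe sets reach from 38.1 to 42.0 Mb and the 9 lower ones from 38.2 to 43.1 Mb. The interval between both markers measures 1.23 Mb and holds the genes Glyma09g36080, Glyma09g36150 and Glyma09g36840. The largest decrease, of the thioredoxin-like gene Glyma09g37600, lies distal to it.

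**Figure D5:**
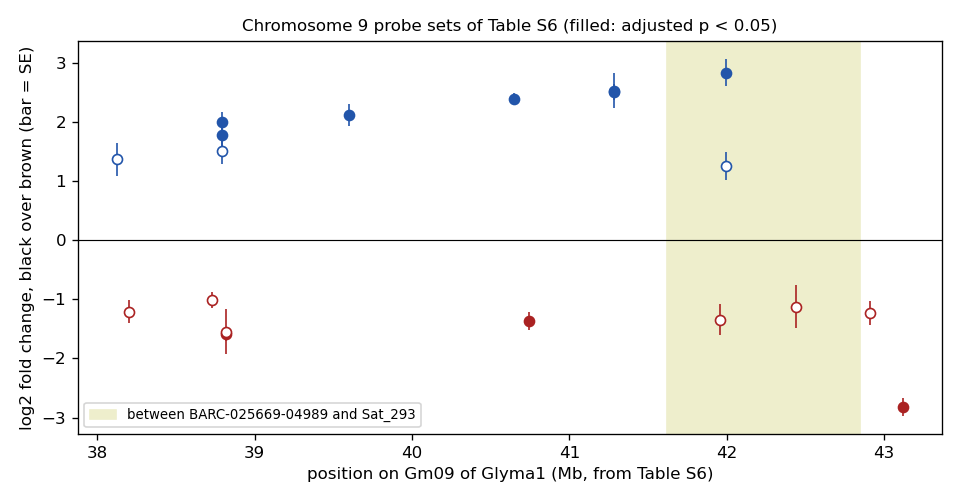
Log2 fold change (black over brown, bar = standard error) of the 19 probe sets of Table S6 against the midpoint of their positions on Gm09 of Glyma1 in Mb. Filled points have an adjusted p under 0.05, blue points are higher and red points lower in black, and the shaded area lies between the markers of the study, where 1 of 4 points is filled.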

To validate the microarray results, 28 differentially-regulated genes were selected and their relative expression profiles were measured by semi-quantitative RT-PCR (semi-qRT-PCR) using black (*iRT*) and brown (*irT*) seed coat cDNA as templates. 

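Transcripts of phosphoenolpyruvate carboxylase, a housekeeping enzyme of carbon metabolism, gave no call in limma: of 8 probe sets annotated as PEPC4, PEPC7, PEPC16 or PEPC17 none rose or fell, and both of PEPC4 were at background in all 6 plants. PEPC16 was 9.82 ± 0.05 in black and 9.87 ± 0.11 in brown seed coats (log2 fold change -0.05, adjusted p = 0.923). The probe set annotated as ANR1, anthocyanidin reductase, was 3.56 ± 0.08 in black and 3.63 ± 0.16 in brown (adjusted p = 0.898), at background in all black plants. Of the chalcone synthases, 5 probe sets are annotated as CHS8 and none of them rose or fell. No probe set is annotated as CHS7.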

Phosphenol pyruvate carboxylase (PEPC) was used as the endogenous control to ensure equal loading and the flavonoid genes *CHS7*/*CHS8 *and the putative PA gene *ANR1 *were used as negative controls as they were not found to be differentially expressed in the microarray analysis. Semi-qRT-PCR confirmed the differential-expressions of all 28 genes and demonstrated similar expressions for *CHS7*/*CHS8 *and *ANR1 *(Additional file 10: Figure S4). Furthermore, as the upregulated probe set GmaAffx.42116.1.S1 did not distinguish between *CHS4 *and *CHS5 *expressions, semi-qRT-PCR was performed with gene specific primers to show the *CHS4 *gene, and not the *CHS5 *gene to be upregulated in the black (*iRT*) seed coat (Additional file 10: Figure S4).

In summary, these results show that numerous specific anthocyanin, flavonoid and phenylpropanoid isogenes are upregulated and other flavonoid, benzoic acid, and isoflavone isogenes are downregulated in the black (*iRT*) seed coat transcriptome relative to that of the nearly-isogenic brown (*irT*) tissue.

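Of 28 probe sets with symbols of chalcone and flavonoid enzymes, 2 rose, 2 fell and 24 did not pass the test. Among 6 probe sets for anthocyanin and proanthocyanidin enzymes, 2 rose (DFR2 and ANS2) and 1 fell (LAR1). None of 29 probe sets for isoflavonoid enzymes passed, and 1 of 12 for the entry into the phenylpropanoid pathway rose. The 4 isoflavonoid members with the smallest p went both ways. Those of IFR1, isoflavone reductase, had log2 fold changes of -0.62 and -0.58, and those of HIDH 0.56 and 0.40. By camera with a preset correlation of 0.01, the lists of chalcone and flavonoid, anthocyanin and isoflavonoid enzymes were higher in black (adjusted p = 0.0281, 0.00887 and 0.00650), with medians of 0.08, 0.26 and 0.18 on the log2 scale. The mean of the chalcone and flavonoid list was -0.02. With an estimated correlation none of the 25 lists tested passed (adjusted p = 0.252, 0.252 and 0.368 for these 3). The lists were built from gene symbols before the fold changes were computed, but after the tables of the study had been read. Lists that hold probe sets of those tables, such as DFR2 and ANS2, are therefore not independent in direction. Probe sets without a symbol, such as IFR1-like and F3'H, are left out. Also left out is a fallen probe set whose array name begins like that of an IFR1 probe set. It had means of 12.0 in black and 12.8 in brown (log2 fold change -0.83, adjusted p = 0.0387 from limma). Its call was lost in every limma fit that left out a plant (adjusted p = 0.0727 to 0.218). Whether it reports IFR1 was not tested.

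Another 3 transcripts of Table 4 had lower means in black without passing the adjusted test. OOMT-like, similar to orcinol O-methyltransferases, was 6.16 ± 0.69 in black and 7.45 ± 0.47 in brown (adjusted p = 0.479). A flavonoid O-methyltransferase-related transcript had 7.62 ± 0.55 in black and 8.73 ± 0.48 in brown (adjusted p = 0.487). ALDH2C4-like, similar to coniferyl aldehyde dehydrogenases, had 4.77 ± 0.20 in black and 5.79 ± 0.16 in brown (adjusted p = 0.0765). From the lists of probe sets past its thresholds and their tests by RT-PCR, the paper concludes that numerous specific anthocyanin, flavonoid and phenylpropanoid isogenes are upregulated and other flavonoid, benzoic acid and isoflavone isogenes downregulated in the black seed coat.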

### Putative Assignment of Function to Genes Differentially-Regulated between Black (*iRT*) and Brown (*irT*) Seed Coats

Gene functions can be successfully predicted based on a combined analysis of transcriptome and metabolite data [21]. We compared differences in gene expressions determined by microarray to differences in metabolite compositions to assign putative functions to genes from the black (*iRT*) and brown (*irT*) seed coats (Figure 6). In addition to 7 previously characterized soybean flavonoid genes, several uncharacterized genes belonging to large multi-gene families with possible roles in anthocyanin biosynthesis and transport were upregulated; including one glycosyltransferase (UGT78K2), two *O*-methyltransferases (OMT5 and OMT-like) and two glutathione *S*-transferases (GST21 and GST26) (Table 3). 

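Glutathione S-transferases form a large family on the array, of which particular members act in the transport of anthocyanins to the vacuole. Of 42 probe sets with a GST symbol none rose or fell in limma, and 1, GST21 (symbol GSTF7), passed the thresholds of the study and, higher, when adjusted over the list alone. GST26 itself carries the symbol LOC100812502 and is not among the 42. The list as a whole was not higher or lower by camera (adjusted p = 0.796, median log2 fold change -0.05). GST21 had signals of 4.82, 4.99 and 4.33 in the black plants against 3.46, 3.79 and 3.77 in the brown plants, of which 1 lay below its background level.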

Considering the accumulation of metabolites with specific molecular structures in the black (*iRT*) seed coat, putative functions of the differentially-expressed genes were assigned to specific structural modifications and transport functions (Figure 6).

**Figure 6:**
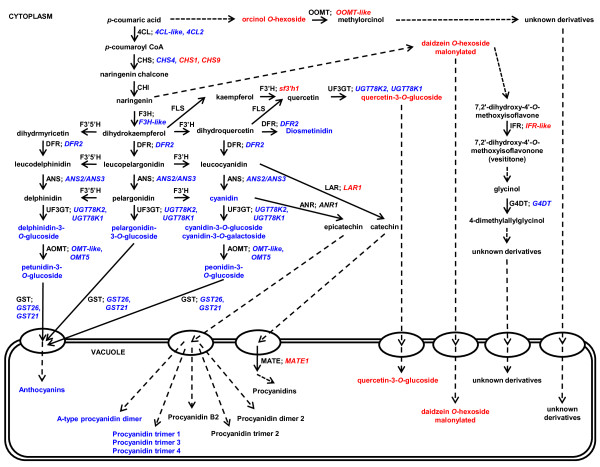
Summary of flavonoid/phenylpropanoid gene and metabolite accumulations from black and brown soybean seed coats*. Transcripts upregulated and metabolites exclusive to the black (*iRT*) seed coat are shown in blue. Transcripts downregulated and metabolites absent in the black (*iRT*) seed coat but present in the nearly-isogenic brown (*irT*) seed coat are shown in red. 4CL, 4-coumarate-CoA ligase; OOMT, orcinol O-methyltransferase; CHS, chalcone synthase; CHI, chalcone isomerase; F3H, flavanone 3-hydroxylase; F3'H, flavonoid 3'-hydroxylase; F3'5'H, flavonoid 3',5'-hydroxylase; DFR, dihydroflavonol reductase; ANS, anthocyanidin synthase; UF3GT, UDP-glycose:flavonoid 3-*O*-glycosyltransferase; AOMT, anthocyanin *O*-methyltransferase; GST, glutathione *S*-transferase; FLS, flavonol synthase; LAR, leucoanthocyanidin reductase; ANR, anthocyanidin reductase; MATE, multidrug and toxic extrusion protein; IFR, isoflavone reductase; G4DT; pterocarpan 4-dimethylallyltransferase. *For the complete lists of differentially regulated transcripts see Table S2 and Table S5, and for a complete list of differentially accumulated metabolites see Table 2.

Anthocyanins in the seed coat of black (*iRT*) soybean are glycosylated at the 3-position of the C-ring (Figure 3). The glycosyltransferase UGT78K2 is assigned to code a UDP-glycose:flavonoid 3-*O*-glycosyltransferase (UF3GT) protein (Figure 6) and may have functional redundancies in anthocyanin biosynthesis with the previously characterized UGT78K1 [18], which was also upregulated in the black (*iRT*) seed coat (Table 3). Two anthocyanins (petunidin-3-*O*-glucoside and peonidin-3-*O*-glucoside) and one deoxyanthocyanidin (diosmetinidin) from the black (*iRT*) seed coat are methylated at the 3-position of the B-ring (the 3'-position) (Figure 3). The two upregulated *O*-methyltransferases were assigned to code anthocyanin 3'-*O*-methyltransferase (AOMT) proteins (Figure 6) and may have redundant function in anthocyanin biosynthesis this tissue.

### *UGT78K2 *and *OMT5 *Code UDP-Glycose:Flavonoid 3-*O*-Glycosyltransferase and Anthocyanin 3'-*O*-Methyltransferase Proteins, Respectively

Reducing the expressions of late-stage anthocyanin genes by RNA interference (RNAi) in the seed coat of black soybean may be an effective strategy to engineer seed coat color while minimizing unintended effects on other flavonoid subpathways. However, functional redundancies may require that multiple genes be silenced in order to reduce enzyme activity enough to reduce pigment levels. Two glycosyltransferases (*UGT78K1 *and *UGT78K2*) were upregulated in the black (*iRT*) seed coat relative to the nearly-isogenic brown (*irT*) tissue (Table 3) and the upregulation paralleled the accumulation of anthocyanins with 3-*O*-glycosylated structures (Figure 2), suggesting the function of these genes as UDP-glycose:flavonoid 3-*O*-glycosyltransferases (UF3GTs). 

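The glycosyltransferase signals of single plants did not overlap between the genotypes. UGT78K2 ranged from 9.76 to 10.6 in the black plants and from 8.49 to 8.56 in the brown plants. UGT78K1 ranged from 6.23 to 7.05 in black and from 5.13 to 5.35 in brown. In both, black plant 2 was the lowest of the black plants. Without selection, a pair of groups of 3 separates fully in 10% of cases by chance (exact permutation test, two-sided, p = 0.1, the smallest that 3 plants against 3 allow). Adjusted over the list alone, the p of UGT78K2 was 0.000154 and that of UGT78K1 0.000241, on probe sets that the study had chosen from these plants.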

We have characterized UGT78K1 previously and shown it to possess UF3GT activity towards anthocyanidins *in vitro *and *in vivo *[18]. To determine the catalytic function of *UGT78K2 *[GenBank:HM591298], the ORF was cloned into an N-terminal hexahistidine fusion tag vector and expressed in *E*. *coli *for analysis of the coded recombinant protein *in vitro*. The recombinant protein (rUGT78K2) was purified by ion-metal-affinity chromatography (IMAC) had an apparent mass of 50.9 kDa that matched well with the calculated mass of the native UGT78K2 protein (49.04 kDa) in addition to the 2.04 kDa N-terminal hexahistidine fusion tag encoded by the pET-14b vector (Figure 7A). In assays containing UDP-glucose as the sugar donor and cyanidin as the acceptor, the recombinant enzyme transferred glucose to the 3-position of cyanidin to form cyanidin-3-*O*-glucoside (Figure 7B, C), whereas the boiled enzyme and bacteria expressing the corresponding empty vector could not catalyze this reaction (not shown). Similarly, in assays containing UDP-galactose as the sugar donor and cyanidin as the acceptor, the recombinant enzyme transferred galactose to the 3-position of cyanidin to form cyanidin-3-*O*-galactoside (not shown). Cyanidin-3-*O*-glucoside and cyanidin-3-*O*-galactoside from recombinant enzyme assays were identified by HPLC-DAD in comparison to the authentic standards, and confirmed by HPLC-MS/MS with the characteristic parent ions 449.0 [cyanidin-3-*O*-glucoside or cyanidin-3-*O*-galactoside]^+1 ^and the MS/MS fragment 287.3 [cyanidin]^+1 ^corresponding to the loss of glucose (-162 amu).

**Figure 7:**
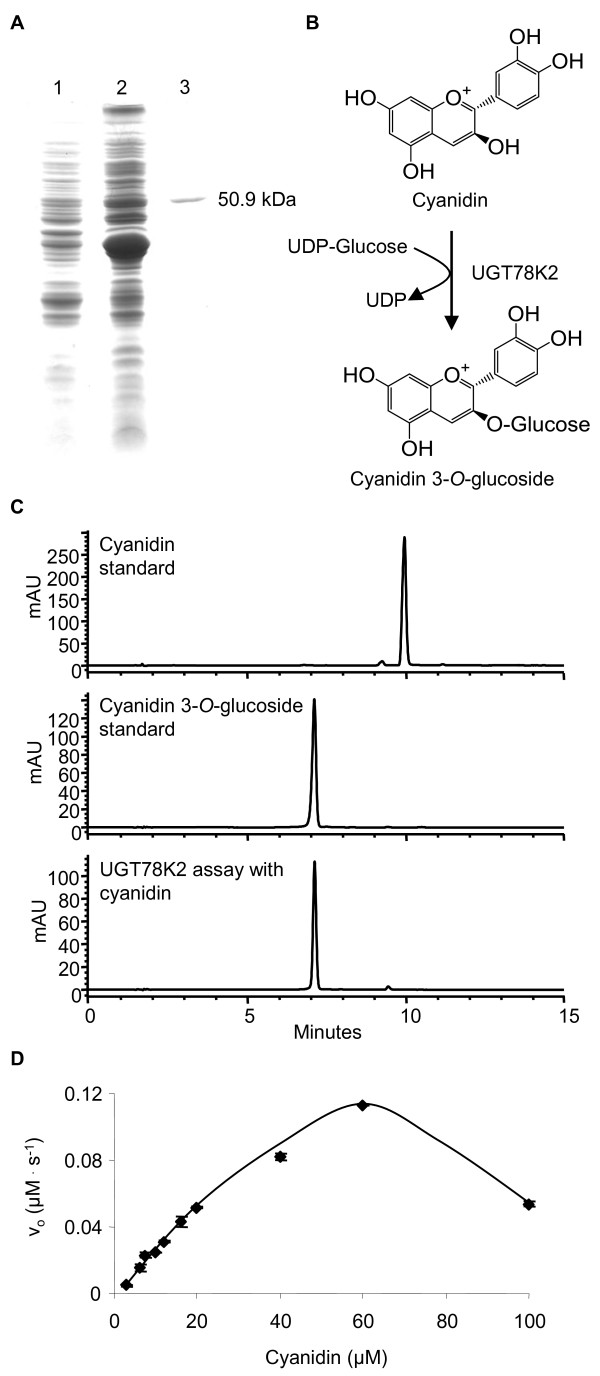
**Purification of his-tagged UGT78K2 and determination of the reaction product and kinetics for cyanidin**. (A) SDS-PAGE analysis of UGT78K2: total soluble protein from E. coli expressing UGT78K2 prior to induction with 100 lM IPTG (lane 1), 24 h post-induction (lane 2); IMAC-purified UGT78K2 (lane 3). (B) The UGT78K2 enzyme reaction as revealed by HPLC-DAD chromatograms at 520 nm (C). HPLC retention times: cyanidin (Rt: 10.1 min); cyanidin 3-*O*-glucoside (Rt: 7.1 min). (D) UGT78K2 kinetics for the cyanidin acceptor substrate using 5 mM UDPG as a sugar donor. Points represent the mean of three assays ± the standard deviation.

As we have performed the kinetics analysis for recombinant UGT78K1, we were able to employ the same experimental conditions to test the kinetics of UGT78K2. Interestingly, UGT78K2 converted cyanidin-3-*O*-glucoside with greater velocity than UGT78K1 and higher concentrations of cyanidin were required to inhibit its activity (Figure 7D) despite the enzymes having 93% amino acid similarity (Additional file 11: Figure S5).

Methylation of the B-ring of anthocyanins has a reddening effect on flower color (reviewed by [35]) and thus engineering the expression of 3'-*O*-methyltransferases could change the redness of seed color. However, despite the identification of several flavonoid OMTs from soybean, none have been shown to accept anthocyanins as substrates. Our microarray analysis identified two *O*-methyltransferases (OMT5 and OMT-like) to be upregulated in the black (*iRT*) seed coat (Table 3) and the upregulation paralleled the accumulation of 3'-*O*-methylated anthocyanins in this tissue (Figure 2), suggesting the function of these genes as anthocyanin 3'-*O*-methyltransferases (AOMTs). 

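Single plants separated by genotype for both O-methyltransferases. OMT5 had signals of 9.84 to 10.1 in the black plants and 8.32 to 8.90 in the brown plants, with brown plant 2 the lowest. OMT-like had 9.46 to 9.95 in black and 8.27 to 8.52 in brown. The standard error of the log2 fold change was 0.16 for OMT5 and 0.15 for OMT-like. Adjusted over the list alone, the limma p was 0.000154 for OMT5 and 0.000101 for OMT-like, which is not independent evidence since the study took both from these plants.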

Following the approach described above, the ORF of *OMT5 *[GenBank:HQ856048] was cloned for expression and functional characterization of the corresponding recombinant protein *in vitro*. The purified recombinant protein had an apparent mass of 30.0 kDa that matched well with the calculated mass (27.78 kDa) in addition to the 2.04 kDa N-terminal hexahistidine fusion tag encoded by the pET-14b vector (Figure 8A). In assays containing S-adenosyl-L-methionine (SAM) as the methyl donor and cyanidin-3-*O*-glucoside as the acceptor, the recombinant enzyme transferred a methyl group to the 3'-position of the acceptor to form peonidin-3-*O*-glucoside (Figure 8B, C), whereas the boiled enzyme and bacteria expressing the corresponding empty vector could not catalyze this reaction (not shown). Peonidin-3-*O*-glucoside from recombinant enzyme assays was identified by HPLC-DAD in comparison to the authentic standard, and confirmed by HPLC-MS/MS with the characteristic parent ion 463.1 [peonidin-3-O-glucoside]^+1 ^and the MS/MS fragment 301.0 [peonidin]^+1 ^corresponding to the loss of glucose (-162 amu).

**Figure 8:**
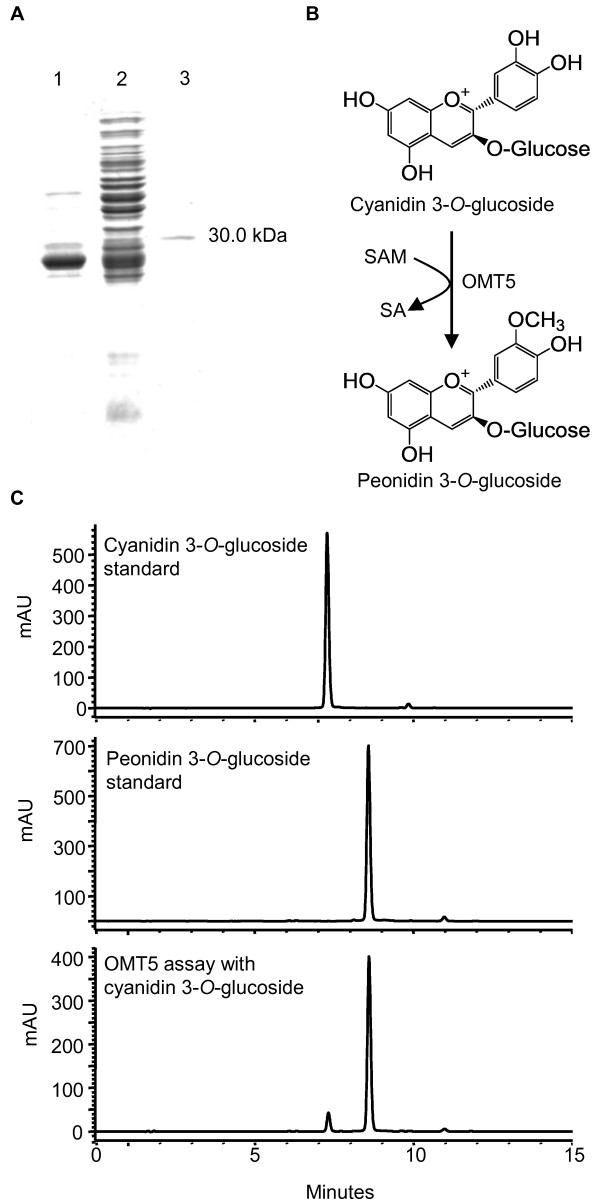
**Purification of his-tagged OMT5 and determination of the reaction product for cyanidin 3-*O*-glucoside**. (A) SDS-PAGE analysis of OMT5: total soluble protein from E. coli expressing OMT5 prior to induction with 100 lM IPTG (lane 1), 24 h post-induction (lane 2); IMAC-purified OMT5 (lane 3). (B) The OMT5 enzyme reaction as revealed by HPLC-DAD chromatograms at 520 nm (C). HPLC retention times: cyanidin 3-*O*-glucoside (Rt: 7.3 min); peonidin 3-*O*-glucoside (Rt: 8.6 min).

To further investigate the function these genes, *UGT78K2 *and *OMT5 *expression profiles were measured from seed coat cDNA throughout black (*iRT*) and brown (*irT*) soybean seed development by quantitative RT-PCR (qRT-PCR) (Figure 9) and expressions were compared to anthocyanin accumulation profiles throughout seed development (Figure 2). Similar to *UGT78K1*, *UGT78K2 *and *OMT5 *expressions peaked at the transition and early maturation stages of seed development (300 mg - 400 mg FSW, 400 mg - 500 mg FSW) in the black (*iRT*) seed coat (Figure 9), the stages at which anthocyanins accumulate (Figure 2), and were low or almost undetectable at early stages of seed development in the black (*iRT*) seed coat and at all stages in the brown (*irT*) seed coat.

**Figure 9:**
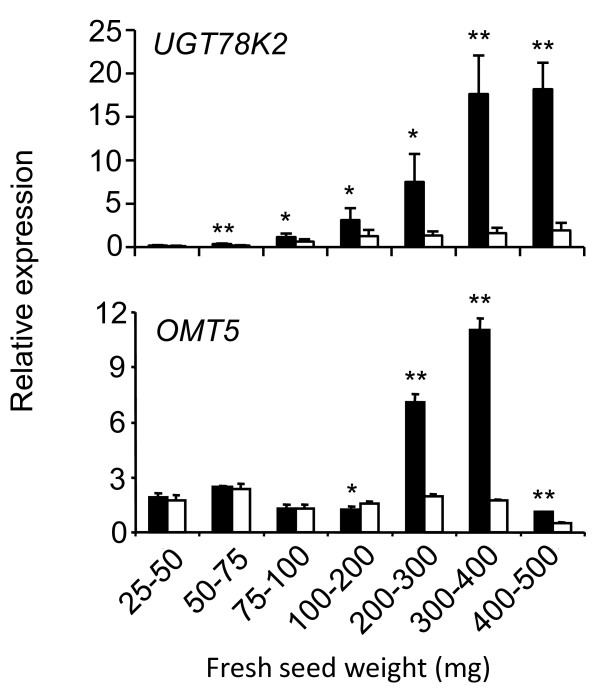
**Seed coat transcript profiles of *UGT78K2 *and *OMT5 *during seed development measured by qRT-PCR**. Black (*iRT*) seed coat (black bars) and brown (*irT*) seed coat (white bars). Student's *t *test significant at P < 0.01 (**), student's t test significant at P < 0.05 (*).

Together the qRT-PCR and recombinant enzyme assays suggest that *UGT78K2 *and *OMT5 *code UF3GT and AOMT proteins, respectively, that function in anthocyanin pigment biosynthesis in the seed of black (*iRT*) soybean.

## Discussion

The seed coat compositions of black (*iRT*) and brown (*irT*) soybean (*Glycine max*) were known to differ only by the presence/absence of anthocyanins, however our metabolite analysis demonstrated these nearly-isogenic tissues to have extensive differences in anthocyanin, proanthocyanidin (PA), (iso)flavonoid, and phenylpropanoid content (Table 2). Of the 37 compounds detected, 24 compounds (62.2% of all compounds identified by HPLC-MS/MS) were exclusive to either the black (*iRT*) or the brown (*irT*) seed coat. Analysis of the distributions of compound classes between seed coats demonstrated the black (*iRT*) to a have a greater proportion of anthocyanins and PAs, and the brown (*irT*) to have a greater proportion of flavonol, benzoic acid, isoflavone, and unknown metabolite compositions (Figure 4). Metabolites exclusive to the black (*iRT*) seed coat included PA trimers (Procyanidin trimer 1, 2, and 4) and an A-type procyanidin dimer in addition to various anthocyanins (Table 2).

The anthocyanins identified from variety Clark were mainly similar to those reported previously from various Korean varieties [27,28] however Clark was the first shown to contain a 3-deoxyanthocyanidin (diosmetinidin) in the seed coat (Table 2). 3-deoxyanthocyanidins are relatively rare intensely coloured pigments found in *Sorghum bicolour *in response to fungal attack [36], and from the cotyledons of yellow soybean in response to UV-C treatment [37]. The biosynthesis of 3-deoxyanthocyanidins from flavonones has been shown to be a minor activity of a DFR isogene in Sorghum [38]. It would be interesting to determine whether the DFR gene that was highly overexpressed in the black Clark seed coat (*DFR2*) had similar catalytic activity, and whether the Korean varieties contain genetic alterations related to *DFR2*.

Analysis of the black (*iRT*) seed coat transcriptome compared to that of the nearly-isogenic brown (*irT*) tissue identified 80 probe sets to be upregulated (Table 3). This is almost double the number of probe sets upregulated by overexpression of the MYB transcription factor PAP1 in Arabidopsis (38 probe sets) [21], similar to the number upregulated by overexpression of the anthocyanin factor LAP1 in *M. truncatula *(61 probe sets), and less than half the number upregulated by overexpression of LAP1 in *M. sativa *(270 probe sets) [39]. 

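The rises counted here rest on soybean probe sets. The study's list of 80 holds 79 of these, of which 22 rose at an adjusted p under 0.05, and Psojae_rRNA_785_at, a probe set for ribosomal RNA of Phytophthora sojae, with 4.42 in black and 2.89 in brown (adjusted p = 0.306 in limma over all probe sets). A further 3 probe sets outside the lists of the study rose. A log2 fold change above 1, at any p, was found in 324 soybean probe sets and one below -1 in 58. With the score of the maturation transcripts as a covariate, chosen after seeing the data, these numbers were 100 and 73. Without black plant 1 they were 150 and 61, and 219 probe sets passed the thresholds of the study upwards without black plant 3.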

The higher numbers of genes upregulated in anthocyanin-overaccumulating tissues of black soybean, *M. truncatula *and *M. sativa *likely reflect the fact that legumes have undergone genome duplication and that genes with multiple copies are frequently retained [19]. 

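Among the duplicate copies of Table 3, 1 member each of the 4CL, O-methyltransferase and glutathione S-transferase pairs rose at an adjusted p under 0.05. These were 4CL2 (the probe set annotated as 4CL4), OMT-like and GST26. Their partners 4CL-like, OMT5 and GST21, and both UGT78K copies, were higher in every black plant than in every brown plant without passing it. Whether the members of a pair differed in their response was not tested. GST26 was at background in the brown plants, so its fold is only a lower bound, and the fold change of GST21 was 2.05.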

Our data supported this hypothesis as duplicate copies of several genes were upregulated in the black (*iRT*) seed coat (e.g. *4CL2 *and *4CL-like*, *UGT78K2 *and *UGT78K1*, *OMT5 *and *OMT*-*like*, and *GST21 *and *GST26*).

Functional redundancies can complicate gene identification by traditional approaches. Previous to the present study, genes for only 5 flavonoid enzymes (CHS, F3H, F3'H, F3'5'H, and UF3GT) were identified to be involved in pigment biosynthesis in the soybean seed coat [7,11-14,18]. In the present study, 20 isogenes for 14 proteins were identified to have putative roles in flavonoid biosynthesis in black (*iRT*) or brown (*irT*) seed coats using a combined analysis of microarray and metabolite data (Figure 6).

Transcriptome analysis has previously demonstrated a critical role of *CHS7 *and *CHS8 *genes for isoflavonoid biosynthesis in developing embryos of soybean [40]. However, our microarray and semi-quantitative RT-PCR data demonstrated that *CHS7 *and *CHS8 *were not differentially regulated in black (*iRT*) and brown (*irT*) seed coats (Table 3). 

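The 5 probe sets annotated as CHS8 covered a wide range of signals and none passed an adjusted p of 0.05 in limma. The brightest was 12.7 ± 0.02 in black and 12.9 ± 0.09 in brown seed coats (adjusted p = 0.724), and the next was 12.7 ± 0.16 in black and 12.6 ± 0.16 in brown (adjusted p = 0.897). The largest difference was in another, with 8.26 ± 0.09 in black and 8.71 ± 0.10 in brown (log2 fold change -0.45, adjusted p = 0.310). The endings _s_at and _x_at mark probe sets that other transcripts can share.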

Interestingly, it was *CHS4 *that was upregulated and *CHS1 *and *CHS9 *that were downregulatedin the black (*iRT*) seed coat (Table 3 and Table 4 respectively). 

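In the annotation of the array the probe sets that the study assigns to CHS1, CHS4/CHS5 and CHS9 all carry the symbol CHS1, on chromosome 8 from 8392290 to 8393861. Those of CHS4/CHS5 had signals of 5.97 ± 0.49 and 5.67 ± 0.49 in black and 2.51 ± 0.18 and 2.66 ± 0.24 in brown seed coats. CHS1 had brown signals of 8.86, 9.27 and 9.04, and CHS9 of 7.38, 7.68 and 7.46. The other 3 probe sets with the symbol CHS1 had means from 2.34 to 2.77 in both groups, within the background, and none rose or fell. The rises and the decreases therefore came from probe sets with 1 symbol, and they had opposite directions on the same 6 arrays.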

As *CHS4 *is upregulated with anthocyanin genes, it likely has a role in anthocyanin biosynthesis in this tissue. Consistent with this, spontaneous mutations of the dominant *i^i ^*allele to the recessive *i *allele have been shown to affect the promoter region of the *CHS4 g*ene [7]. By contrast, the downregulation of *CHS1 *and *CHS9 *may suggest that they have a role in the parallel downregulated biochemical pathways, such as flavonol and isoflavonoid biosynthesis, as these metabolites, and transcript levels of genes for their biosynthesis, were reduced or not present in the black (*iRT*) seed coat (Figure 6). These results emphasize the complexity of isogene expressions that exist to achieve a single enzyme function in soybean.

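The MATE transporter probe set of Table 4 (LOC100500204, chromosome 4 of the Glycine max v4.0 assembly, 8839376 to 8846952) was 4.17 ± 0.17 in black and 5.44 ± 0.33 in brown seed coats. Its log2 fold change was -1.27 (standard error 0.18, adjusted p = 0.0820 from limma), and every black plant lay below every brown plant. Of the LAR, GST and MATE probe sets of Tables 3 and 4, LAR1 fell and GST26 rose at an adjusted p under 0.05. LAR1 had signals of 7.86 to 7.92 in the black plants and of 9.05 to 9.08 in the brown plants.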

Microarray analysis identified differentially regulated probe sets for only 3 gene functions (LAR, GST, and MATE) that have been previously shown to be involved in PA biosynthesis and transport. Recombinant LAR enzymes from several legume species have been shown to convert leucocyanidin to (+)-catechin *in vitro *[25,26,41,42]. However, the *in vivo *role of LAR in PA biosynthesis remains questionable as endogenous expression has been shown not to correlate with PA levels in *M. truncatula *and heterologous expression has failed to increase PA accumulations [41]. Similarly, our metabolite data showed that soybean PAs lack catechin subunits (Additional file 2: Figure S1) and that *LAR1 *expressions (Figure 1) do not parallel PA accumulations during seed development (not shown). Interestingly, 4 PAs were found to be exclusive to the black (*iRT*) seed coat (Table 2) however the total subunit compositions, the mean degree of polymerization (mDP), and the total amounts of soluble and solvent-insoluble PAs were not different compared to the brown (*irT*) seed coat (Additional file 2: Figure S1). These results suggest the PA oligomers of black (*iRT*) and brown (*irT*) seed coats may differ only in their subunit linkages. However, the potential influence of LAR or other PA genes on PA subunit linkages (if any) remains to be determined.

From the set of differentially regulated genes identified by microarray, two putative late-stage anthocyanin genes were selected and the functions of their coded enzymes were determined *in vitro*. *UGT78K2 *was found to code a UF3GT enzyme for anthocyanin biosynthesis (Figure 7). A UF3GT cDNA (*UGT78K1*) has recently been isolated from the black seed coat and functionally characterized [18]. *UGT78K2 *was 93% similar to *UGT78K1 *but possessed increased catalytic activity towards cyanidin (Figure 7D). The identification gene redundancy has important implications for seed coat color engineering by RNA interference, as both copies of the gene may have to be silenced to achieve a significant reduction in UF3GT activity. Similarly, two OMT genes (*OMT5 *and *OMT-like*) were found to be overexpressed in the black seed coat (Table 3). *OMT5 *was cloned and found to code an AOMT enzyme *in vitro *(Figure 8). UF3GT and OMT genes may be ideal candidates for seed coat color engineering as suppression of UF3GT genes (*UGT78K1 *and *UGT78K2*) may result in a reduction in anthocyanin levels similar to that caused by a T-DNA insertion in the Arabidopsis UF3GT [21] and upregulation of an AOMT may result in a more red seed coat, as methylation of the B-ring of anthocyanins has a reddening effect on flower color (reviewed by [35]). However, it remains to be determined whether altering the expressions of these genes could be use to modify seed coat color without causing unintended effects on alternative biochemical pathways.

Prior to the present study, currently known soybean genes did not map between markers A668_1 and K387_1 on chromosome 9 of the soybean physical genomic map, where the R locus is located, leaving no obvious candidates for the R locus gene [15]. In our study, 14 genes identified to be differentially regulated in the black (*iRT*) soybean seed coat transcriptome were found to be located on chromosome 9 of the soybean genome sequence Glyma1 (Figure 5). Among the gene families represented, only WD40 and MYB have known roles in flavonoid regulation. However the genes demonstrated did not cluster with known flavonoid regulators by phylogenetic analysis (not shown). 

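The Mob1/phocein transcript (Glyma09g35050.5 in Table S6), of a family of kinase regulators, was 11.4 ± 0.18 in black and 8.87 ± 0.20 in brown seed coats. It rose by a log2 fold change of 2.51 (standard error 0.14, adjusted p = 0.00127 from limma), and its adjusted p stayed between 0.00581 and 0.0180 when single plants were left out. Another probe set annotated with the same genes was 11.1 ± 0.02 in black and 10.2 ± 0.13 in brown (adjusted p = 0.0336 from limma), a call lost in every fit that left out a plant (adjusted p = 0.0727 to 0.194) and with the replicate number as a block (adjusted p = 0.128). The difference between the probe sets, 1.60 on the log2 scale, exceeded 2 standard errors (0.34).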

A Mob1/phocein gene was commonly upregulated in the black (*iRT*) soybean seed coat and Arabidopsis seedlings overexpressing PAP1 [21]. Other regulatory gene families represented on chromosome 9 were AP2/ERF, serine/threonine protein kinase, calcium/calmodulin-dependent protein kinase, and ethylene-responsive element-binding protein. Interestingly, all upregulated and downregulated genes on chromosome 9 were located in 5.16 Mb region that includes the nearest sequence markers to the R locus. Only the downregulated AP2/ERF transcription factor, the serine carboxypeptidase gene, and the gene moderately similar to the *A. thaliana *polyamine oxidase ATPAO1 were located between these sequence markers (Figure 5). As a result our study provides a short list of gene candidates that may serve as the focus of future efforts to identify the R locus gene.

## Conclusion

Metabolite composition and gene expression differences between black (*iRT*) and brown (*irT*) seed coats are far more extensive than previously thought. Putative anthocyanin, proanthocyanidin, (iso)flavonoid, and phenylpropanoid isogenes were differentially-expressed between black (*iRT*) and brown (*irT*) seed coats, and *UGT78K2 *and *OMT5 *were validated to code UDP-glycose:flavonoid-3-*O*-glycosyltransferase and anthocyanin 3'-*O*-methyltransferase proteins *in vitro*, respectively. Duplicate gene copies for several enzymes were overexpressed in the black (*iRT*) seed coat suggesting more than one isogene may have to be silenced to engineer seed coat color using RNA interference.

## Methods

### Chemicals

Cyanidin was purchased from Indofine (Somerville, NJ, USA) UDP-glucose and SAM from Sigma-Aldrich (Oakville, ON, CA), the 3-*O*-glucosides of delphinidin and petunidin from Polyphenols (Hanaveien, NO), and all other phytochemicals were purchased from Extrasynthese (Lyon, FR). All solvents for LC-MS/MS and HPLC-DAD analyses were of HPLC grade purchased from Fisher Scientific (Ottawa, ON, Canada).

### Plant Materials and Growth Conditions

Black (*iRT*) soybean (*G. max *(L.) Merr.) variety Clark (PI547438) and the nearly isogenic brown (*irT*) soybean (PI 547475) were obtained from the U.S. Department of Agriculture Soybean Germplasm Collection (Agricultural Research Service, University of Illinois at Champaign-Urbana). Seeds were surface-sterilized in 2% triton/70% EtOH-H2O (7:3, v/v) for 5 min on a mixer wheel, rinsed three times with EtOH, dried, and germinated in autoclaved vermiculite in a Conviron E15 cabinet with a photoperiod of 16 h light (590 μE m^2 ^s) at 25°C, and 8 h dark at 20°C. Plants were fertilized twice weekly with N:P:K 35-5-10 (1% w/v). After 12 days, seedlings were transplanted to autoclaved soil and 34 days later the photoperiod was changed to 12 h light/12 h dark to encourage reproductive development. For RNA isolation, seed coats were dissected from plants, immediately frozen in liquid N2, lyophilized, and stored at -80°C. Seed coats for comparative analyses were harvested on the same days, 4 h after the initiation of the light cycle to minimize for potential differences in transcript and metabolite accumulations that may be influenced by circadian rhythm.

### Seed Coat Metabolite Analyses

Lyophilized seed coats (~40 mg) from each developmental stage were pulverized in HCO2H-MeOH-H2O (400 μL, 15:80:5, v/v) using a FastPrep FP120 Homogenizer (Savant) and incubated at 4°C for 2 h. The slurry was centrifuged at 20,000 g for 10 min, and 5 μl of supernatant from each sample was measured by photospectroscopy using a NANODROP 2000 (Thermo Scientific) according to the formula A530-0.25A657 to compensate for chlorophyll absorption at 530 nm (Mancinelli, 1990). The quantity of anthocyanins was determined by comparison to a standard curve and expressed as cyanidin 3-*O*-glucoside equivalents. For HPLC-DAD and LC-QTRAP analyses samples were extracted for an additional 24 h and 200 μl of supernatant was vortexed with HCO_2_H-MeOH (1 mL, 15:85, v/v) for 20 sec, centrifuged at 20,000 g for 10 min, and the supernatant was evaporated under a stream of nitrogen gas (to 50 μL), filtered through PVDF (0.45 μm; Millipore), and 20 μl and 5 μl aliquots were analyzed by HPLC-DAD and HPLC-MS/MS respectively, as described below.

For analysis of proanthocyanidins (PAs), lyophilized seed coats were ground to a powder, extracted with 70% acetone (1 mg mL^-1^) and analyzed as described previously [30,31] with (-)-epicatechin, (+)-catechin, and (-)-epicatechin gallate used as standards for the identification of free monomers, and procyanidin B2 used as a standard for the analysis of soluble and insoluble PA oligomer compositions. Quantitation of soluble PAs by reaction with DMACA reagent and insoluble PAs by acid-catalyzed cleavage was performed as described [43] using procyanidin B2 and cyanidin as standards for the respective assays.

### Microarray Analysis, Semi-qRT-PCR, and qRT-PCR

Total RNA was isolated from pigmented soybean seed coats as described previously (Wang and Vodkin, 1994). The quantity and purity of RNA samples were determined by spectrophotometry using a NANODROP 2000 (Thermo Scientific). RNA integrity was confirmed by microfluidics using a Bioanalyser 2100 equipped with an RNA 6000 Nano Chip (Agilent Technologies Inc., Montreal, QC, Canada).

Microarray was performed on RNA isolated from three plants of each genotype. Briefly, 100 ng of total RNA was *in vitro *transcribed for 16 h using the GeneChip 3'IVT Express Kit (Affymetrix, http://www.affymetrix.com). Labelled RNA was hybridized to GeneChip Soybean Genome Arrays as described by the manufacturer (Affymetrix). Statistical analyses of data for the identification of differentially regulated genes were performed using FlexArray software (M. Blazejczyk and associates; Genome Quebec, Montreal) that uses R and Bio-Conductor [44]. The raw data was adjusted for background signal, and normalized across all GeneChips using the Robust Multi-array Average (RMA) method [45]. To identify differentially expressed genes, the SAM algorithm, which minimizes variation across arrays and incorporates an estimate of false discovery rate (FDR) [46], was used. Only genes with a fold change > 2 or < 0.5 and a *P *value < 0.01 were considered to be differentially expressed. All materials and procedures comply with the MIAME standards for array data [47]. The full dataset has been deposited in the Gene Expression Omnibus [GEO:GSE26208].

For semi-quantitative RT-PCR (semi-qRT-PCR), RNA samples (3 μg) were treated with DNase I (Amplification grade, Invitrogen) at 37°C for 15 min to remove contaminating DNA. Reactions (20 μl) were terminated by heating (65°C for 10 min) in the presence of 1 ul of 25 mM EDTA. First-strand cDNA was synthesized using SuperScript III Reverse Transcriptase (Invitrogen) according to the manufacturer's instructions. Parallel reactions were performed in the absence of Superscript III to test for genomic DNA contamination. Gene expressions from each cDNA sample were normalized to the endogenous reference PEPC16. Semi-quantitative RT-PCR (semi-qRT-PCR) reactions (20 μl) consisted of 2 μl of first-strand cDNA (or untreated RNA), 400 nM primers, 200 μM dNTPs, 1.5 mM MgCl_2_, 1X Taq Buffer, 2.5 units Taq polymerase (Fermentas). PCR cycling was 94°C for 2 min, followed by 23, 25, and 27 cycles for CHS7/CHS8 or 27, 30, 33 cycles for all other genes, 94°C for 15 sec, 58°C for 1 min, and 72°C 1 min.

For quantitative RT-PCR (qRT-PCR), cDNA template was prepared as described above. Reactions (25 μl) consisted of 2 μl of first-strand cDNA (or untreated RNA), 250 nM of forward and reverse primers, and 12.5 μl of the iQ SYBR Green Supermix (BioRad). qRT-PCR of each target gene for each seed coat sample was performed in triplicate on cDNA samples or untreated RNA samples using an PTC-200 Peltier thermal cycler equipped with a Chromo4 continuous fluorescence detector (MJ research). PCR cycling was 95°C for 10 min, followed by 40 cycles of 95°C for 30 sec, 58°C for 1 min, and 72°C 1 min. qRT-PCR data and PCR efficiencies were analyzed using the Opticon Monitor 3 software (BioRad). To verify the specificity of the RT-PCR reactions, melting curves were performed subsequent to each reaction in addition to fractionation of RT-PCR products on agarose gels. Semi-qRT-PCR and qRT-PCR experiments were performed in triplicate. Primers used in this study can be found in Additional file 12: Table S7.

### Cloning of UGT78K2 and OMT5 cDNAs from the Seed Coat of Black Soybean

To clone the full-length coding sequences (CDSs) of UGT78K2 and OMT5, PCR primers were designed based on the transcript sequence predicted for Glyma08g07130 (http://www.phytozome.net/soybean) and based on the mRNA sequence of BT098523, respectively. Full-length CDSs for UGT78K2 and OMT5 were amplified from black (*iRT*) seed coat cDNA by end-to-end PCR using primers UHF/UAR and HO5F/HO5R, respectively (Additional file 12: Table S7) and a high-fidelity DNA polymerase (Invitrogen). The resulting UGT78K2 and OMT5 amplicons (1466 bp and 836 bp, respectively) were cloned into NdeI and BamHI sites, and NdeI and XhoI sites of the pET-14b vector (Novagen), respectively, and sequenced to confirm their identities.

### Expression of Recombinant Proteins in *E*. *coli*

The full-length CDSs of UGT78K2 and OMT5 were independently fused in-frame to the N-terminal hexahistidine tag encoded by the pET-14b vector (above). Plasmids were transformed into the expression host *E*. *coli *BL21(DE3) pLysS (Novagen) and a single colony for each plasmid was selected for production of recombinant proteins. Soluble recombinant proteins were isolated following growth and induction of *E*. *coli *BL21(DE3) pLysS at 16°C. Recombinant proteins were purified by ion metal-affinity chromatography (IMAC) using a kit (Novagen). To confirm the purity of the recombinant enzyme, the eluted fractions were visualized on 12.5% acrylamide gel stained with 0.25% Coomassie Blue. The amount of purified recombinant enzyme was determined using the BioRad reagent.

### Recombinant Enzyme Assays

The UGT78K2 assay (total volume 100 μl) was performed as described previously [18] and consisted of recombinant enzyme (2 μg), cyanidin (20 μM), and UDPG (5 mM) in assay solution. The OMT 5 assay (total volume 200 μl) consisted of recombinant enzyme (3 μg), SAM (100 μM), MgCl_2 _(150 μM), Tris pH 7.5 (50 mM), and 2-mercaptoethanol (14 mM). UGT78K2 and OMT 5 assays were incubated for 5 min at 30°C and 1 h at 35°C, respectively. Reactions were stopped by vortexing in MeOH (500 μl) for 20 s. Reaction products were identified by comparison to commercial standards dissolved in MeOH. Reactions were prepared for HPLC by centrifugation (21,000 g for 4 min at 4°C) followed by concentration of the supernatant to final volume of 50 μl under a stream of N2 gas. All reactions were filtered through PTFE (0.45 μm; Millipore, MA USA) and 20 μl aliquots were analyzed by HPLC-DAD. Assays were performed in triplicate and experiments repeated thrice.

### HPLC-DAD and HPLC-MS/MS Analyses

HPLC-DAD analysis of anthocyanins was performed as described previously [18]. Briefly, separations were achieved at 45°C on a Luna C18(2), 4.6 × 150 mm, particle size 5 μm fitted with a corresponding guard-column (Phenonenex Inc, Santa Ana, CA) using an Agilent 1100 series (Agilent Technologies Inc., Montreal, QC, Canada) equipped with an autosampler with a 100 μL loop, a quaternary pump (maximum pressure, 400 bars), a column thermostat, and a diode array detector (DAD). The mobile phase consisted of 5% HCO_2_H in H_2_O (solvent A) and MeOH (solvent B). Optimized elution conditions were a linear gradient of 10-100% B in 25 min with a flow rate of 1 ml min^-1^, the column was washed for 10 min with 100% B, brought back to starting mobile phase composition in 0.1 min and equilibrated for 5 min prior to the next injection. The HPLC separations were monitored at 520, 476, 350, 280, and 254 nm. The relative quantities of anthocyanins were calculated based on percent area of each peak eluting at specific retention times.

The HPLC-ESI-MS/MS system consisted of an Agilent 1200 series (Agilent Technologies Inc., Montreal, QC, Canada) connected directly to a 3200QTRAP (ABI Sciex, Toronto, Canada). The software used for data acquisition and analysis is Analyst 1.4.2. The chromatographic conditions were the same as described for the HPLC-DAD analysis anthocyanins. The mobile phase was split 50/50 post-column. For enhanced mass scan (EMS), the MS was operated in positive polarity at a scan rate of 4000 amu s^-1 ^within the mass range of 100 - 1000 amu. The optimal source conditions of the mass spectrometer were: collision gas high, curtain gas (N2) 25 L min^-1^, ion spray voltage 4500 V, source temperature 500°C, source gas 1 (at 50 psig), source gas 2 (at 55 psig). The optimal compound parameters were declustering potential (DP) +20 V, entrance potential (EP) +10 V, collision energy (CE) 10 V, ionization energy 1.0 eV and detector 2800. For enhanced product ion scan the information dependant acquisition (IDA) criteria was as follows: select 1 - 2 most intense peaks which exceeds 10,000 cps, exclude targeted ions after 3 occurrences for 12 s. Product ions were scanned within the mass range of 100 - 1000 amu. All source parameters were the same as for EMS. The optimal compound parameters were DP +70 V, EP +10 V, CE 65 V, and collision energy spread 40 V.

## Authors' contributions

NK performed the molecular genetics experiments, the targeted analysis of anthocyanins and proanthocyanidins, assisted AM in performing the non-targeted metabolite analysis using LC-MS/MS, and wrote the manuscript. BM and JTA revised the manuscript and acquired the funding to support the research. All authors read and approved of the manuscript.

## Supplementary Material

Additional file 1 **Supplementary Table S1**. Developmental properties of black (iRT) and brown (irT) soybean seed coats at the 400 mg fresh seed weight stage. Click here for file

Additional file 2 **Supplementary Figure S1**. Proanthocyanidin (PA) subunit compositions, degree of polymerizations, and amounts from the seed coats of black (*iRT*) and brown (*irT*) soybean Clark isolines. (A, B, C) *iRT *top panels, *irT *bottom panels. (A) Phloroglucinol cleavage products of soluble PA polymers. HPLC retention times: ascorbic acid (1) (Rt: 2.0 min); phloroglucinol (2) (Rt: 3.1 min); epicatechin-phloroglucinol adduct (Rt: 5.5 min); epicatechin (4) (Rt: 9.4 min). (B) Phloroglucinol cleavage products of solvent insoluble PA polymers. HPLC retention times: ascorbic acid (1) (Rt: 2.0 min); phloroglucinol (2) (Rt: 3.1 min); epicatechin-phloroglucinol (Rt: 6.2 min); epicatechin (4) (Rt: 11.0 min). (C) Free monomers. HPLC retention times: epicatechin (1) (Rt: 12.5 min). (D) Mean degree of polymerization (mDP) of soluble PAs. (E) Total insoluble PAs. (E) Total soluble PAs. (D, E, F) *iRT *black bars, *irT *white bars. (E, D) Amounts are represented as milligrams procyanidin B2 equivalents per gram lyophilized seed coat (LSC). Click here for file

Additional file 3 **Supplementary Table S2**. Gene probe sets up-regulated more than 2-fold in the seed coat of black (iRT) soybean compared to the brown (irT) isoline^a^. Click here for file

Additional file 4 **Supplementary Figure S2**. Distribution of gene function categories of probe sets that were up-regulated more than 2-fold in the seed coat of black (*iRT*) soybean relative to the seed coat of brown (*irT*) soybean. Click here for file

Additional file 5 **Supplementary Table S3**. Glycine max UGTs^a,b^. Click here for file

Additional file 6 **Supplementary Table S4**. Glycine max OMTs^a,b^. Click here for file

Additional file 7 **Supplementary Table S5**. Gene probe sets downregulated more than 2-fold in the seed coats of black (iRT) soybean compared to the seed coats of brown (irT) soybean at the 300 - 400 mg fresh seed weight stage of development^a^. Click here for file

Additional file 8 **Supplementary Figure S3**. Distribution of gene function categories of probe sets that were down-regulated more than 2-fold in the seed coat of black (*iRT*) soybean relative to the seed coat of brown (*irT*) soybean. Click here for file

Additional file 9 **Supplementary Table S6**. Genes located on chromosome 9 of the soybean genome sequence Glyma1 that are associated with probe sets differentially-regulated more than 2-fold in the seed coat of black (iRT) soybean variety Clark^a^. Click here for file

Additional file 10 **Supplementary Figure S4**. Semi-qRT-PCR validation of the expressions of select genes found to be differentially expressed in black (*iRT*) and brown (*irT*) seed coats by microarray analysis. An asterix (*) represents genes located on Chromosome Gm09 of the soybean Glyma1 genome sequence. Genes and corresponding differentially regulated probe sets: 4CL-L, Gma.7423.2.S1_a_at; 4CL-2, Gma.8472.1.S1_at; CHS4 and CHS5, GmaAffx.42116.1.S1_at; LAR1, GmaAffx.34868.1.A1_at; DFR2, GmaAffx.80720.1.S1_at; ANS2/ANS3, Gma.1163.1.S1_at; UGT78K1, Gma.1002.2.S1_at; UGT78K2, GmaAffx.71999.1.S1_at; OMT-like, Gma.9647.1.S1_at; OMT5, GmaAffx.57777.1.S1_at; GST26, GmaAffx.71212.1.A1_at; GST21, Gma.5139.1.S1_at; MYB50, GmaAffx.81605.1.S1_at; MYB159, GmaAffx.39483.1.A1_at; C2H2 ZF, Gma.17736.1.S1_at; WD40, GmaAffx.45454.1.S1_at; SCOF-1, Gma.235.1.S1_at; AP2, GmaAffx.2469.1.S1_at; EF-hand, Gma.15972.1.A1_at; ProtK, GmaAffx.90491.1.A1_s_at; LRR, GmaAffx.12723.1.A1_at; G4DT, Gma.5621.1.S1_at; PAO1-L, Gma.3745.1.S1_at; Am Oxy, Gma.3745.1.S1_at; PCT, GmaAffx.78720.2.S1_at; PUB22, Gma.4530.1.A1_s_at; 9O12a, Gma.2605.1.S1_at; 9012b, Gma.2605.2.S1_at; Lipase, GmaAffx.90450.1.S1_at. Click here for file

Additional file 11 **Supplementary Figure S5**. Alignment of *G*. *max UF3GT* proteins UGT78K2 and UGT78K1 from variety Clark using the ClustalW program with default parameters. Amino acid differences are shown with grey background. Click here for file

Additional file 12 **Supplementary Table S7**. Primers. Click here for file

# Supplementary material for: Combined analysis of transcriptome and metabolite data reveals extensive differences between black and brown nearly-isogenic soybean (Glycine max) seed coats enabling the identification of pigment isogenes
**Source:** BMC Genomics. 2011 Jul 29;12:381. doi: 10.1186/1471-2164-12-381
**Supplement:** Additional file 10 — Supplementary Figure S4. Semi-qRT-PCR validation of the expressions of select genes found to be differentially expressed in black (iRT) and brown (irT) seed coats by microarray analysis. An asterix (*) represents genes located on Chromosome Gm09 of the soybean Glyma1 genome sequence. Genes and corresponding differentially regulated probe sets: 4CL-L, Gma.7423.2.S1_a_at; 4CL-2, Gma.8472.1.S1_at; CHS4 and CHS5, GmaAffx.42116.1.S1_at; LAR1, GmaAffx.34868.1.A1_at; DFR2, GmaAffx.80720.1.S1_at; ANS2/ANS3, Gma.1163.1.S1_at; UGT78K1, Gma.1002.2.S1_at; UGT78K2, GmaAffx.71999.1.S1_at; OMT-like, Gma.9647.1.S1_at; OMT5, GmaAffx.57777.1.S1_at; GST26, GmaAffx.71212.1.A1_at; GST21, Gma.5139.1.S1_at; MYB50, GmaAffx.81605.1.S1_at; MYB159, GmaAffx.39483.1.A1_at; C2H2 ZF, Gma.17736.1.S1_at; WD40, GmaAffx.45454.1.S1_at; SCOF-1, Gma.235.1.S1_at; AP2, GmaAffx.2469.1.S1_at; EF-hand, Gma.15972.1.A1_at; ProtK, GmaAffx.90491.1.A1_s_at; LRR, GmaAffx.12723.1.A1_at; G4DT, Gma.5621.1.S1_at; PAO1-L, Gma.3745.1.S1_at; Am Oxy, Gma.3745.1.S1_at; PCT, GmaAffx.78720.2.S1_at; PUB22, Gma.4530.1.A1_s_at; 9O12a, Gma.2605.1.S1_at; 9012b, Gma.2605.2.S1_at; Lipase, GmaAffx.90450.1.S1_at.

## Slide 1

iRT
irT
N
+3
+6
N
+3
+6
4CL-L
4CL-2
CHS4
CHS5
CHS7/CHS8
LAR1
DFR2
ANS2/ANS3
ANR1
UGT78K1
UGT78K2
OMT-like
OMT5
GST26
GST21
MYB50
MYB159
C2H2 ZF
*WD40
SCOF-1
AP2
EF-hand
*ProtK
*LRR
G4DT
PAO1-L
*Am Oxy
*PCT
PUB22
*9O12a
*9012b
Lipase
PEPC

# Supplementary material for: Combined analysis of transcriptome and metabolite data reveals extensive differences between black and brown nearly-isogenic soybean (Glycine max) seed coats enabling the identification of pigment isogenes
**Source:** BMC Genomics. 2011 Jul 29;12:381. doi: 10.1186/1471-2164-12-381
**Supplement:** Additional file 11 — Supplementary Figure S5. Alignment of G. max UF3GT proteins UGT78K2 and UGT78K1 from variety Clark using the ClustalW program with default parameters. Amino acid differences are shown with grey background.

UGT78K2 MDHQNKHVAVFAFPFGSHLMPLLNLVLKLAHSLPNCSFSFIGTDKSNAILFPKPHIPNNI 60

UGT78K1 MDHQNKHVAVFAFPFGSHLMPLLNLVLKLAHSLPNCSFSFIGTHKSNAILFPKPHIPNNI 60

UGT78K2 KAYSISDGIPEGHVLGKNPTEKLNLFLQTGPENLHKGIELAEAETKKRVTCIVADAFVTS 120

UGT78K1 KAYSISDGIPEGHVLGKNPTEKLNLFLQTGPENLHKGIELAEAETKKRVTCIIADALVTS 120

UGT78K2 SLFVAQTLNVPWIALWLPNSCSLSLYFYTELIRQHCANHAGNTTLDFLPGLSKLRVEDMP 180

UGT78K1 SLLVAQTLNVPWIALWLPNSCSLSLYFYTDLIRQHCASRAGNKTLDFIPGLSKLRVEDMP 180

UGT78K2 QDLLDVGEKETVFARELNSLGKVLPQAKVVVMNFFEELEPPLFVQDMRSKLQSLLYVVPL 240

UGT78K1 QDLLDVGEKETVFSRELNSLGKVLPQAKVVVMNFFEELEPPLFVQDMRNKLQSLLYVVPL 240

UGT78K2 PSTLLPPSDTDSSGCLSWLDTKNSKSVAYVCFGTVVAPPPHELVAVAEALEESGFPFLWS 300

UGT78K1 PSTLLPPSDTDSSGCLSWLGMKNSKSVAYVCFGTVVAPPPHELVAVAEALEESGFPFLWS 300

UGT78K2 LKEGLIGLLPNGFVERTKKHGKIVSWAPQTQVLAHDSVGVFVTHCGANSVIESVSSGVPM 360

UGT78K1 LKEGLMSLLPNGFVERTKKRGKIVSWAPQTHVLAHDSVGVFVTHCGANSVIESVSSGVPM 360

UGT78K2 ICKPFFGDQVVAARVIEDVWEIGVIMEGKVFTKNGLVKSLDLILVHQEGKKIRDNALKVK 420

UGT78K1 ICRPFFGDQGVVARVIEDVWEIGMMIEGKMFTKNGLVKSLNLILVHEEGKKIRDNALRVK 420

UGT78K2 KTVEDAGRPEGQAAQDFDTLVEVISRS 447

UGT78K1 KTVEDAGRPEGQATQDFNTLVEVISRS 447

**Figure S11.** Alignment of *G*. *max* UG3GT proteins UGT78K2 and UGT78K1 from variety Clark using the ClustalW program with default parameters. Amino acid differences are shown with grey background.

How the deposited data were processed for this re-analysis (not part of the article)

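The authors hybridized RNA from 6 plants to Soybean GeneChips and deposited log2 signals made by RMA (background adjustment, quantile normalization and summary of the probes), and the version of their software is not stated. Beside these, the authors deposited 2 tables of the probe sets past their thresholds. The fold ratio in them was computed by the authors as black over brown from the group means. The score d in them was made by the authors with the SAM statistic, the difference of means over the sum of its standard error and a constant. The p-value in them was deposited by the authors as the unadjusted result of the same test. Group means of the signals equal those of the deposited tables to within 7.67e-06 in all 132 probe sets. No CEL files were processed here, and no normalization was redone for the values reported at the claims.

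Black and brown plants were compared with limma 3.58.1 in R 4.3.3 (lmFit and eBayes with default settings, two-sided, prior degrees of freedom 3.17), with the Benjamini-Hochberg adjustment over 37641 soybean probe sets. Pathogen probe sets gave the background level and were tested apart: none of 23394 passed (smallest adjusted p = 0.181), with 1433 (6.13%) at an unadjusted p under 0.05. Figures were drawn with Python 3.11.15, numpy 2.4.6 and matplotlib 3.10.9.

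Probe sets were named by a rule written before the values were seen but after the tables of the study had been read. It takes those of Tables 3, 4 and S6, the transcription factors of Tables S2 and S5, the controls DFR1, CHS7, CHS8, ANR1, PEPC and GPAT where annotated, the 10 largest rises and 10 largest falls with an adjusted p under 0.05 and no overlap between groups, and up to 4 members of each gene list with the smallest p. The response group of Table S2 lies outside this rule and was formed after its values were seen. Of the soybean probe sets, 8677 carry 1 gene symbol, 370 several and 28594 none. Probe sets with several symbols were not named by a symbol.

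Gene lists were tested with camera of limma with a preset correlation of 0.01, and again with an estimated correlation. Of 33 patterns fixed before the files were seen, 4 matched at least 3 probe sets, and 21 further lists were built from gene symbols after the symbols but before the values were seen. The tables of the study had been read by then, so these further lists are not independent in direction where they hold probe sets of those tables. Of these 25 lists, 8 were higher and none lower with the preset correlation, and 0 passed with an estimated correlation. Positions were tested in 5-Mb windows of the Glycine max v4.0 assembly with Fisher's exact test, two-sided.

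Alternatives tried were the SAM statistic, limma with trend and robust settings, array weights (0.608 for black plant 2 to 1.64 for brown plant 1), median centring, cyclic loess, all probe sets of the array, a filter for dim probe sets, removal of probe sets ending in _s_at, _x_at or _a_at, the replicate number as a block, each plant left out in turn, other window sizes and a 99th percentile for the background. Chosen after seeing the data were SAM over all probe sets, the maturation score as a covariate, and 2 plants against 2.

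The pipeline was tested on simulated data. With 200 probe sets planted, limma called 124, 187 and 197 of them at log2 differences of 1, 2 and 3, with 11 others at 3, and called none with nothing planted. SAM with adjusted p called 0. Of the simulated lists, camera called 5 of 5 planted and 0 of 15 others. The simulated probe sets were drawn without correlation between genes, and all members of a planted list were shifted alike. The simulation therefore cannot tell how camera with the preset correlation performs on correlated lists.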

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

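The 10 probe sets outside the lists of the study were found by comparing calls with those lists, and all tests of explanations below were chosen after seeing results, except the link of response genes to maturation, whose prediction was written first. At an adjusted p under 0.05, 10 probe sets differed that the lists of the study, limited to changes above 2-fold, do not hold. Higher in black were a probe set without a symbol (log2 fold change 1.00), one annotated with the same genes as the Mob1/phocein transcript (0.91) and LOC100819551 (0.90). Lower in black were LOC100776414 (-0.68), MYB79 (-0.80) and 5 probe sets without a symbol (-0.79, -0.83, -0.83, -0.86 and -0.89). Among these 5 is a probe set with -0.83 whose array name begins like that of an IFR1 probe set. All 10 lie under 2-fold, and none kept its call when any 1 plant was left out.

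Seed maturation transcripts differed between plants of a genotype. Different amounts of embryo storage tissue carried over in the 5 plants other than black plant 1 are argued against as the whole cause. There the median slope of 23 storage protein and inhibitor probe sets on the score was -0.127 (quartiles -0.235 to 0.0243), against 0.870 for maturation probe sets. However, GY7 (2.36), a CG-1 probe set (1.00) and GM2S-1 (0.95), and outside the 23 SBP2 (1.15) and LEC1-A (0.84), did rise with the score. Over all 6 plants the median slope of the 23 was 0.197 (quartiles -0.00841 to 0.832), and black plant 1 was set apart after its values were seen. Carried-over embryo tissue of different stages was not tested. Carry-over in black plant 1 stays open (median difference 0.96, upper quartile 2.73), and so does RNA quality, with a correlation of the actin 3' minus middle difference of -0.306 (exact permutation test p = 0.564), -0.251 without the 2 farthest arrays and a rank correlation of -0.371 (exact permutation test p = 0.497). A genotype difference on top of this variation also stays open, since the groups overlap (the highest brown plant scored 1.30 above the lowest black plant, with a brown SD of 0.886) but overlap does not exclude a shift, and so do differences in seed age or stage, which were not tested.

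Of the 23 response probe sets of Table S2, 20 lay lowest in brown plant 2, as did 29 of the other 56 higher ones. That array alone stays open: the median log2 fold change was 1.14 without it and the calls went from 2 to 1, but the study selected these probe sets on all 6 plants for fold and p, so a median that stays high excludes nothing. A link to the maturation difference also stays open: the median correlation with the score was -0.591, against absolute medians of 0.554 for the other up-listed and 0.438 for all soybean probe sets, and with the score as a covariate the median log2 fold change was 1.55 with 2 called.

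Listed probe sets cluster on the distal arm of chromosome 9. Plant-to-plant noise stays open: the Fisher exact p of 0.00291 compares probe sets that the study all chose on these plants. Several of the 19 also share a locus, so they are not independent of each other. Chance placement along chromosome 9 is argued against, since all 14 loci lie within 5.00 Mb of its distal arm on Glyma1. The positioned probe sets are spread wider, with 107 of 418 in the first 5-Mb window of this chromosome in the v4.0 assembly. Whether chromosome 9 as a whole exceeds its chance share stays open. The exact binomial p of 2.11e-05 sets 19 probe sets of 14 loci, placed on Glyma1, against a share from the v4.0 assembly. On that assembly alone chromosome 9 has 4 of 35 past the thresholds (11.4%, Fisher exact p = 0.0866), and carries 4.83% of the positioned probe sets. Chromosome 9 has 4 of its 418 positioned probe sets past the thresholds, chromosome 1 has 4 of 376, chromosome 8 has 6 of 624 and chromosome 13 has 5 of 643. By this share chromosome 9 is not the highest. The window of chromosome 9 with 2 called has an adjusted p of 0.415. Sequence differences under the probes also stay open: probe sets of a gene differed by up to 1.60, within 2 standard errors in 2 of 4 genes, while all 4 genes kept 1 direction. The 1.60 is from the Mob1/phocein pair, which carries several gene symbols and has a member ending in _s_at. This pair may thus not report a single gene. The polyamine oxidase pair differed by 1.58. A region of the donor line kept in the near-isogenic line was not tested.

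Of the 10 ways to split the 6 plants into groups of 3, only 1, the real one, called as many as 41, and the highest other called 0, but the splits are too few for a share under 0.05. At the thresholds of the study the real split gave 114 probe sets, and black plants 1 and 2 with brown plant 2 against the rest gave 240. That split parts the plants by maturation score, with 1.94, 0.78 and 0.34 against -0.96, -0.69 and -1.42 in black plant 3 and brown plants 1 and 3. The 240 thus point to a structure among the samples that follows the maturation transcripts. For lists the values were 8 and at most 4, and for windows 2 and 0.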

How the results depend on the processing

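Of 165 named probe sets 36 passed an adjusted p of 0.05. A change of sign was counted as reversed only where the probe set passed in the main fit or in the alternative. None reversed in this sense under any alternative in which it was tested (148 with the dim filter and 122 without _s_at, _x_at and _a_at probe sets). Changes of sign in probe sets that passed in neither fit were not counted. SAM with its adjusted p called 0 higher and 0 lower, over soybean or all probe sets, because the real split is 1 of the 10 it pools so that the adjusted p cannot go below 0.1; limma found 3131 at an unadjusted p under 0.05. Of 25 rises, limma with trend and robust settings gave 40, median centring 39 and the replicate block 14. Of 16 falls, the replicate block gave 9 and the maturation score as a covariate, chosen after seeing the data, 8. The 2 against 2 plants, chosen after seeing the data, gave 5 and 2, with fewer plants. Leaving out 1 plant gave 9 to 20 rises (13 without black plant 1, and 9, 11 and 10 without brown plants 1, 2 and 3) and 4 to 13 falls (8 without black plant 1, 10 without black plant 3, 4 without brown plant 1 or 3). Past the thresholds of the study it gave 62 to 219 higher and 36 to 75 lower, the highest of both without black plant 3. The 8 higher lists became 0 with an estimated correlation and 4 to 9 with a plant left out (5 and 4 without black plants 1 and 2), and lower lists 0 to 1 (1 without black plant 2). The 2 windows became 1 with 2-Mb or 10-Mb windows, the thresholds of the study, 1 probe set per gene or the replicate block, and 0 to 1 with any plant left out; the chromosome 1 window was lost in the block and in every leave-out. Except where stated, the cause was not tested. Of the 36, 12 kept their call in all 6 leave-outs and 13 in none. Signal over background limits folds: 17 named probe sets have a lower bound, and 29 with the 99th percentile. The bounds themselves are smaller with the 99th percentile: 82.8 in place of 138 for GST26, 22.9 in place of 38.2 for DFR2 and 8.30 in place of 14.0 for CHS9.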

Differences from the paper's values

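With the settings used at the claims, no value listed for comparison differed from the paper beyond its limit, which for counts was a ratio of 1.5. Some did under alternatives, such as 219 higher probe sets without black plant 3 and 3 higher transcription factors with array weights or the replicate block. Of the tests, the SAM run over all probe sets was chosen after seeing the data. The paper's lists are longer than those of limma at the same thresholds, 68 higher and 46 lower here. SAM over all probe sets gave exactly 80 and 52, all shared with the lists of the paper, with p equal to within 4.79e-08, and over soybean probe sets alone 75 and 52. The paper counts a probe set of Phytophthora sojae among the higher ones. Among listed probe sets past the thresholds only with SAM are F3H-like, 4CL-like, G4DT and the AP2/ERF factor of the marker interval. The positions in Table S6 span 5.00 Mb, less than the text of the paper states. Table S5 gives the name of a kinesin probe set to 2 entries, of which the first carries another name in the deposited table. The text gives OMT5 and OMT-like in the other order of fold change than Table 3, where OMT-like has 2.58 and OMT5 2.48.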

Other observations

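The lists and windows here were fixed or built before fold changes were computed. The tables of the study, with fold changes on these plants, had been read before the lists from symbols were built. Lists that hold their probe sets, such as the syringolide-induced genes, are therefore not independent in direction. The versions of the carry-over, actin and genotype tests were chosen after seeing values. NAC factors (30 probe sets, camera adjusted p = 0.0326), aquaporins (32, 0.0329) and syringolide-induced genes (5, 0.0281) were higher as lists, as were storage and maturation genes by symbol (63, 9.92e-10), with no single member called. With an estimated correlation their adjusted p were 0.252, 0.526, 0.252 and 0.451. With the preset correlation, photosynthesis, lipoxygenase and bZIP lists and the list of Ep, SCB1 and HPS had a camera adjusted p of 0.796. Heat shock had 0.919, calmodulin 0.445, sugar transporters and nodulins 0.431, phosphate 0.297 and cell wall 0.237. GASA peptides had 0.180, DREB and ERF factors 0.174, phenylpropanoid entry 0.351 and the storage list fixed before (7 probe sets) 0.825.

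On chromosome 1 of the v4.0 assembly, ANS2, 4CL4 and LOC100816033 (57575988 to 57577715, log2 fold change 1.31, adjusted p = 0.0156) rose within a 5-Mb window, 3 of 75 positioned probe sets (adjusted p = 0.0323). A window of chromosome 8 held 5 of 120 (adjusted p = 0.000365), 4 of them chalcone synthase probe sets annotated to 1 gene. With 1 probe set per gene only the chromosome 1 window passed (adjusted p = 0.0149), but it did not pass with 2-Mb or 10-Mb windows, with the replicate block or without any of the 6 plants. Of the 10 called probe sets of Table S6, 2 have a position in that assembly, and their window on chromosome 9 held 2 called of 65 (adjusted p = 0.415).

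The carry-over test was first run on glycinins 1 to 5 and conglycinins over 6 arrays (median slope -0.05), then on 23 storage and inhibitor probe sets (0.197, quartiles -0.00841 to 0.832), and was split after some protease inhibitors were seen high only in black plant 1, where 7 of the 23 lay over 2 log2 units above the other plants. The actin difference was changed from 5' to middle probes because the 5' signal was at the floor. The placement test on chromosome 9 first used only the binomial p, and the test on a single assembly was added after that p was seen. The genotype test first used the exact permutation p of 0.3 and then the overlap of the plants.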
